# Transcriptional signatures of the small intestinal mucosa in response to ethanol in transgenic mice rich in endogenous n3 fatty acids

**DOI:** 10.1038/s41598-020-76959-6

**Published:** 2020-11-16

**Authors:** Josiah E. Hardesty, Jeffrey B. Warner, Ying L. Song, Eric C. Rouchka, Chih-Yu Chen, Jing X. Kang, Craig J. McClain, Dennis R. Warner, Irina A. Kirpich

**Keywords:** Alcoholic liver disease, Nutrition, Fatty acids

## Abstract

The intestine interacts with many factors, including dietary components and ethanol (EtOH), which can impact intestinal health. Previous studies showed that different types of dietary fats can modulate EtOH-induced changes in the intestine; however, mechanisms underlying these effects are not completely understood. Here, we examined intestinal transcriptional responses to EtOH in WT and transgenic *fat-1* mice (which endogenously convert n6 to n3 polyunsaturated fatty acids [PUFAs]) to identify novel genes and pathways involved in EtOH-associated gut pathology and discern the impact of n3 PUFA enrichment. WT and *fat-1* mice were chronically fed EtOH, and ileum RNA-seq and bioinformatic analyses were performed. EtOH consumption led to a marked down-regulation of genes encoding digestive and xenobiotic-metabolizing enzymes, and transcription factors involved in developmental processes and tissue regeneration. Compared to WT, *fat-1* mice exhibited a markedly plastic transcriptome response to EtOH. Cell death, inflammation, and tuft cell markers were downregulated in *fat-1* mice in response to EtOH, while defense responses and PPAR signaling were upregulated. This transcriptional reprogramming may contribute to the beneficial effects of n3 PUFAs on EtOH-induced intestinal pathology. In summary, our study provides a reference dataset of the intestinal mucosa transcriptional responses to chronic EtOH exposure for future hypothesis-driven mechanistic studies.

## Introduction

The gastrointestinal (GI) tract interacts dynamically with a variety of environmental factors, including different dietary components and ethanol (EtOH). Dietary fats are among the most important factors contributing to intestinal homeostasis and basic functions, and are tightly regulated in order to maintain intestinal health and overall well-being^1,2^. Dietary nutrients can also shape the GI microbiota and intestinal immunity^3^. Therefore, a well-balanced diet is crucial for good health. However, in the Western diet, n6 polyunsaturated fatty acid (PUFA) consumption has become progressively higher than n3 PUFA consumption, and this unbalanced diet may have a negative impact on health and multiple pathological conditions. An increase in the n6/n3 PUFA ratio has been shown to be detrimental in multiple chronic diseases^4,5^. It is well recognized that dietary PUFAs play an important role in intestinal health. Reduced intestinal inflammation by n3 PUFA supplementation has been shown both in patients and in animal models, suggesting anti-inflammatory and pro-resolving properties of n3 PUFAs and their derivatives in the gut (reviewed in^6^). EtOH consumption, in general, negatively affects the GI tract causing damaging effects on intestinal health in experimental animals and in humans. These effects include pathological changes in numerous metabolic pathways and functions such as loss of gut barrier integrity, increased inflammation, and microbial dysbiosis, among others^7–9^. Notably, composition of dietary fats can modulate (either exacerbate or attenuate) EtOH-induced changes in the intestine. It has been demonstrated that EtOH and a diet enriched in corn oil (containing a high amount of the n6 PUFA linoleic acid), but not a diet enriched in medium chain fatty acids (MCFAs), results in increased gut permeability, alterations in the intestinal mucus layer and antimicrobial defense, and an increased intestinal pro-inflammatory response^8,10^. Supplementation with saturated long-chain fatty acids (LCFAs) positively affected EtOH-mediated alterations in the intestinal barrier and gut microbiota dysbiosis^11^. It has been shown that tributyrin, a triglyceride found in butter and margarine, prevents alcohol-induced tight-junction (TJ) disruption, which in turn protects against intestinal hyperpermeability^12^. Various dietary fatty acids also differentially modulate EtOH-induced changes in the gut microbiome. For example, EtOH in combination with n6 PUFAs, but not MCFAs, causes an increase in *Proteobacteria* and *Actinobacteria*^13^.

A recent study from our group demonstrated that the increase in endogenous n3 PUFAs and subsequent decrease in the n6/n3 PUFA ratio in transgenic *fat-1* mice (which endogenously convert n6 to n3 PUFAs) attenuated EtOH-mediated alterations in the gut-liver axis^14^. Specifically, we found protection against EtOH-mediated downregulation of intestinal TJ proteins ex vivo in organoid cultures and in vivo in *fat-1* mice. Further, although EtOH feeding did not cause marked structural damage to the ileum in either WT or *fat-1* mice, expression of markers of intestinal stem cells growth and proliferation were higher in ileal organoids obtained from *fat-1 *vs WT animals. In addition, compared to WT, *fat-1* mice developed less intestinal inflammation in response to EtOH and lipopolysaccharide (LPS) challenge. Thus, the types of dietary fat that reach the intestine and the endogenous tissue levels of n3 and n6 PUFAs are critical modulators of EtOH-associated gut abnormalities. Although recent evidence supports the beneficial effects of n3 PUFAs on EtOH-mediated alterations in intestinal homeostasis^14^, the molecular mechanisms underlying these effects are not completely understood. The current study is an extension of our previous work analyzing the intestinal transcriptional responses to chronic EtOH administration that addresses the following goals: (1) to identify novel genes and pathways of intestinal dysregulation that contribute to alcohol-associated gut pathology; and (2) to examine gene expression signatures underlying the beneficial effects of n3 PUFA-mediated intestinal protection against EtOH-induced damage. Understanding changes in the intestinal transcriptome and how these changes influence host metabolism/health in vivo may identify novel therapeutic targets for the treatment of alcohol-induced intestinal pathology.

## Results

### Characteristics of the animal model and overview of intestinal RNAseq analysis

To examine the impact of chronic EtOH administration and elevated levels of endogenous n3 PUFAs on the intestinal transcriptome, we performed RNAseq analysis and compared the transcriptomes of intestinal epithelial tissue obtained from WT and *fat-1* mice subjected to control (pair-fed mice, PF) or EtOH-containing diets (EtOH-fed mice, see Supplemental Fig. S1a for study design). 

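RNA from the ileum of 16 male mice was sequenced from poly(A)-selected, stranded libraries, with 1 library per mouse. There were 4 WT PF, 4 fat-1 PF, 3 WT EtOH and 5 fat-1 EtOH mice. The authors aligned the reads to the mm10 mouse genome with tophat2, guided by Ensembl transcripts. They deposited raw counts of reads per gene made with htseq, without normalization. The paper's text does not name the settings of this counting, its use of the read strand among them. The table lists 21965 Ensembl genes, of which 4158 have no count in any mouse. In GENCODE M21, an annotation of the same genome build (GRCm38), 21882 of them are protein coding. It holds no immunoglobulin, T-cell receptor or mitochondrially encoded genes, so that these were not analysed here. Between 8422645 and 11438539 reads per mouse were counted on genes. The totals ran from 9526165 to 9855897 (median 9711864) in WT PF mice, from 8422645 to 10064410 (median 8927419) in fat-1 PF mice, from 9344942 to 11438539 (median 10595479) in WT EtOH mice and from 9045041 to 11366935 (median 10111205) in fat-1 EtOH mice. The numbers of the libraries run from 1 to 8 in PF mice and from 9 to 16 in EtOH-fed mice, so that the order of the libraries cannot be told apart from the diet. The differential expression in the paper came from cuffdiff2, which works from aligned reads. Here, the counts of all 16 libraries were analysed in one fit with edgeR. This followed trimmed mean of M-values (TMM) normalization and a filter on genes with low counts (filterByExpr) that left 13811 genes. Groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene with an adjusted p-value of 0.05 or less, the limit that the paper sets for its q-values, is called a DEG. A 2-fold DEG also had a log2 fold change of at least 1 in either direction. Whether the response to EtOH differed between the genotypes was tested as the interaction of genotype and diet. Values of single mice are CPM, which are counts scaled by the TMM-adjusted library size, and positions of genes are those of GRCm38. Values of single genes were compared between 2 groups of mice with an exact two-sided permutation test on log2(CPM + 0.5).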

Animal daily food consumption and body weights can be found in Supplemental Fig. S1b,c, respectively. While there were no differences in food consumption between genotypes, as well as between PF and EtOH-fed animals, WT EtOH, WT PF, and *fat-1* PF mice gained body weight by the end of the experiment, whereas *fat-1* EtOH mice did not. Compared to WT*, fat-1* animals exhibited elevated intestinal tissue n3 PUFA levels in both PF and EtOH-fed mice (see ref.^14^ and Supplemental Fig. S1d). There were no differences in n6 PUFAs between WT and *fat-1* control PF mice; however, elevated intestinal n6 PUFA levels were observed in response to EtOH in WT but not in *fat-*1 littermates. In addition, the ratio of n6/n3 PUFAs was significantly lower in *fat-1* compared to WT mice in both PF and EtOH-fed groups.

Intestinal RNAseq analysis performed on these mice revealed that both the genotype and EtOH administration caused alterations in the intestinal transcriptome; the full list of significant differentially expressed genes (DEGs) can be found in Supplemental Materials Excel File S1. 

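In a principal component analysis of the log2 CPM of all genes tested, the first component held 49.7% of the variance and the second 20.2%. On the first component, the PF mice lay between -58.3 and -9.74 and the EtOH-fed mice between 7.64 and 105, so that the diets did not overlap. Among the EtOH-fed mice the genotypes overlapped on both components. Among the PF mice they did not: fat-1 mice lay between -58.3 and -36.9 and WT mice between -35.9 and -9.74 on the first component, and between -57 and -3.42 and between -2.79 and 24.9 on the second. Replicates 3 and 4 of the fat-1 EtOH mice lay at 105 and 104, while replicates 1, 2 and 5 lay at 9.17, 7.64 and 12.4, beside the WT EtOH mice. Replicates 2 and 4 of the fat-1 PF mice had the lowest values of all mice on the second component, -57 and -46.1. The spread between mice of one group, given as edgeR's biological coefficient of variation, was 0.145 in WT PF, 0.254 in fat-1 PF, 0.173 in WT EtOH and 0.407 in fat-1 EtOH mice.

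**Figure D1:**
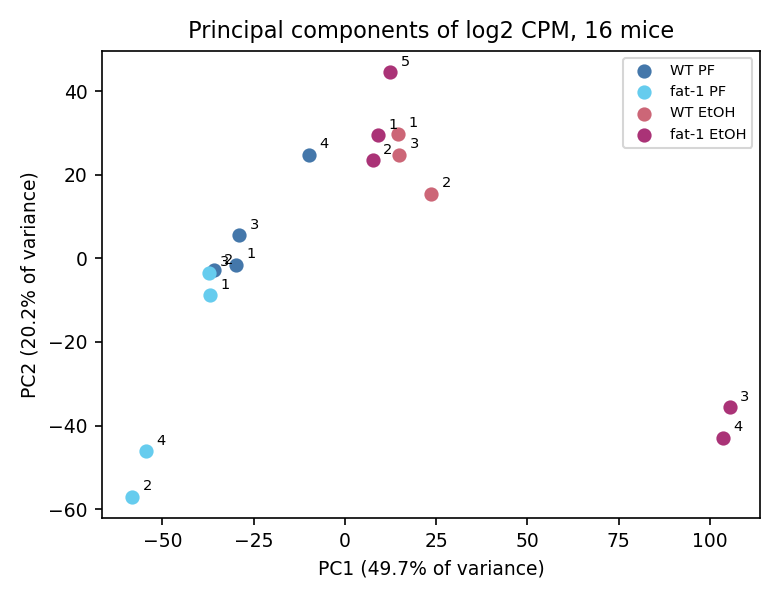
Principal component analysis of the log2 CPM of the 13811 genes tested, with 1 point per mouse, labelled with its replicate number and colored by group, and the share of the variance in percent on each axis. All EtOH-fed mice lie to the right of all PF mice, and replicates 3 and 4 of the fat-1 EtOH mice lie at 105 and 104 on the first component.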

We next applied a cutoff of ≥ two-fold change for the DEGs used in Volcano Plots, GO Processes, and STRING Cluster Analyses. This threshold was used to identify robust gene expression changes and the accompanying biological processes. There were 630 DEGs between *fat-1* PF and WT PF animals (420 up and 210 down). Of those genes, 276 DEGs between *fat-1* PF and WT PF animals met the two-fold change threshold for further analysis (193 up and 83 down). 

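Between fat-1 PF and WT PF mice (n = 4 per group), 0 of the 13811 genes tested were DEGs, and the smallest adjusted p-value in edgeR's quasi-likelihood test was 0.187. At an unadjusted p-value under 0.05, 1758 genes differed, 12.7% of those tested, and 1277 of them were higher in fat-1 PF mice. The count moved most with the Wald test of DESeq2, which gave 189 DEGs, 172 of them higher in fat-1 PF mice. DESeq2 also left 6427 of the genes out of the adjustment, and this was not separated from the test. Each of 2 libraries also moved it. Without replicate 3 of the fat-1 PF mice, 114 genes passed in edgeR's test, 93 of them higher in fat-1 PF mice, and without replicate 1 of these mice 98 passed, 82 of them higher.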

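None of the genes was a 2-fold DEG here. The paper lists 629 genes for this comparison under their names in its Supplementary Excel file. Of these 549 were tested here, and 546 of these had the sign of the paper's log2 fold change. Across these genes, which are not independent replicates, the rank correlation between the paper's log2 fold changes and those from the counts was 0.984. An unadjusted p-value under 0.05 was reached by 332 of them. Without replicate 3 of the fat-1 PF mice, 65 genes were 2-fold DEGs.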

EtOH administration resulted in 1144 DEGs (481 up and 663 down) in the WT EtOH vs WT PF group, and of these genes, 439 met the two-fold change threshold (163 up and 276 down). 

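Between WT EtOH (n = 3) and WT PF mice (n = 4), 11 genes were DEGs and all of them were 2-fold DEGs. Of these, 10 were lower (Acot12, Cyp2b10, Gata4, Gimd1, Gltpd2, Lct, Nek6, Nudt5, Slc23a1 and Ugt2a3) and 1, Dtna, was higher in WT EtOH mice. Dtna (ENSMUSG00000024302, chromosome 18 from 23415135 to 23659715) had 10.2 ± 1.25 CPM (SD, n = 3) in WT EtOH and 4.52 ± 0.704 CPM (SD, n = 4) in WT PF mice, a log2 fold change of 1.18 (standard error 0.19, edgeR adjusted p = 0.0388). Slc23a1 (ENSMUSG00000024354, chromosome 18 from 35614604 to 35627244) had 0.308 ± 0.0533 CPM (SD, n = 3) and 59.8 ± 43.2 CPM (SD, n = 4), a log2 fold change of -7.55 (standard error 1.16, edgeR adjusted p = 0.0388). At an unadjusted p-value under 0.05, 1953 genes differed, 973 of them higher with EtOH. The number of DEGs depended on the test and on which mice shared the fit. With limma voom and sample quality weights it was 2800, the largest number, and with edgeR on the WT mice alone it was 1103. Without replicate 4 of the WT PF mice, 66 genes passed. None passed without replicate 1 or without replicate 3 of the WT EtOH mice, with 1182 and 1240 genes at an unadjusted p-value under 0.05. Dtna and Slc23a1 each lost their call in 9 of the 16 fits that left out 1 mouse. The paper lists 1144 genes for this comparison. Of the 1011 tested here, 1010 had the sign of the paper's log2 fold change, 10 were DEGs and 581 had an unadjusted p-value under 0.05.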

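Between fat-1 EtOH (n = 5) and fat-1 PF mice (n = 4), 5170 genes were DEGs, 2578 higher and 2592 lower in fat-1 EtOH mice, and 1815 were 2-fold DEGs (1123 higher and 692 lower). Upper-quartile normalization in place of TMM raised the median log2 fold change of all genes from 0.05 to 0.20, and the share of the DEGs that were higher rose from 49.9% to 69%. With limma voom and sample quality weights this share was 40.5%, and 508 of 1100 2-fold DEGs were higher. With edgeR on the fat-1 mice alone there were 3086 DEGs. The number moved most, to 183, with a score of small and large intestine genes as a covariate, but this score itself separates the diets. With each of the 16 mice left out in turn, it stayed between 3928 and 5430. All of these fits kept at least 1 of fat-1 EtOH replicates 3 and 4, which lay far from the rest of their group on the first component (105 and 104). The largest changes among the 2-fold DEGs whose groups did not overlap were those of Abca12, Hoxa9, Retnlb, Fa2h and Slc6a14, which were higher, and of Sult6b2, Lct, Fabp1, Mbl2 and Cyp2b10, which were lower. No fat-1 EtOH mouse had more than 1 read of Sult6b2 (ENSMUSG00000048473, chromosome 6 from 142785204 to 142804502), against 148 ± 155 CPM (SD, n = 4) in fat-1 PF mice, at least 564-fold lower (edgeR adjusted p = 4.7e-04). Mbl2 (ENSMUSG00000024863, chromosome 19 from 30232942 to 30239687) was at least 57.7-fold lower, and Abca12 (ENSMUSG00000050296, chromosome 1 from 71242276 to 71414910) at least 138-fold higher. These folds are lower bounds, taken against a floor of 3 counts that covers counting error only. The paper lists 2107 genes for this comparison. Of the 1968 tested here, 1965 had the sign of the paper's log2 fold change and 1720 were DEGs.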

While 2107 genes were differentially expressed in *fat-1* EtOH vs* fat-1* PF mice (1045 up and 1062 down), 1501 met the two-fold change threshold for further analyses (812 up and 689 down). 94 genes were significantly different (80 up and 14 down) in the WT EtOH group when compared to *fat-1* EtOH mice (all of these DEGs met the two-fold change threshold).

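Between fat-1 EtOH (n = 5) and WT EtOH mice (n = 3), 1 of the 13811 genes was a DEG. This was Arl4a, which was lower in fat-1 EtOH mice. In all, 671 genes had an unadjusted p-value under 0.05, 469 of them higher in fat-1 EtOH mice. DESeq2 moved the count most among the other tests of all mice, to 5 (4 higher and 1 lower). Without replicate 1 of the WT EtOH mice, Arl4a no longer passed and the count was 0, with 418 genes at an unadjusted p-value under 0.05. The interaction of genotype and diet gave 0 DEGs, with a smallest edgeR adjusted p-value of 0.595 and 1141 genes at an unadjusted p-value under 0.05. The paper lists 94 genes for this comparison. All 77 of those tested here had the sign of the log2 fold change that the paper's Supplementary Excel file gives for fat-1 EtOH against WT EtOH mice. From its RNA-seq analysis, the paper states that both the genotype and EtOH administration altered the intestinal transcriptome.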

### Differentially expressed genes between *fat-1* and WT control pair-fed animals

The most prominent changes among genes differentially expressed in *fat-1* PF compared to WT PF mice (≥ two-fold change, Fig. 1a and Supplementary Table S1) were observed for *Onecut2, Reg1, Igkv4-80, Cym, Ighv5-12, and Afp* (increased expression), and *Defa-rs7, Igk4-51, Slc6a14*, and *Ighv8-8,* (decreased expression). 

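Of these 10 genes, 5 were tested here, and the immunoglobulin genes and Defa-rs7 were not analysed. Onecut2 (ENSMUSG00000045991, chromosome 18 from 64340020 to 64400987), which encodes a transcription factor, had 33.2 ± 33.6 CPM (SD, n = 4) in fat-1 PF and 1.07 ± 1.26 CPM (SD, n = 4) in WT PF mice, a log2 fold change of 4.94 (standard error 0.97, edgeR adjusted p = 0.187). The 2 groups of mice overlapped, with 1.37 to 74.7 CPM in fat-1 PF and 0.312 to 2.95 CPM in WT PF mice (exact permutation test, p = 0.0571, where 4 mice against 4 allow no p below 0.0286). In fat-1 PF replicates 2 and 4, Onecut2 had 45.6 and 74.7 CPM, and in replicates 1 and 3 it had 10.9 and 1.37 CPM. Onecut2 also belongs to the list of proximal small intestine genes tested below. The mean log2 CPM of that list was highest in replicates 2 and 4 (8.35 and 8.16, against 5.34 to 7.39 in the other PF mice). For Onecut2, the position of the sampled segment thus could not be told apart from the genotype. Reg1 (ENSMUSG00000059654, chromosome 6 from 78422711 to 78428667) had 90.5, 522, 6.83 and 580.3 CPM in fat-1 PF replicates 1 to 4 and 14.1 ± 13.6 CPM (SD, n = 4) in WT PF mice, a log2 fold change of 4.41 (standard error 1.00). The log2 fold changes of Cym and Afp were 3.98 (standard error 1.13) and 3.45 (standard error 0.95), and that of Slc6a14 was -3.59 (standard error 1.08). The edgeR adjusted p-value of each of the 5 genes was 0.187. Adjusted over the list alone, 5 of 5 passed. This is not independent evidence, since the paper chose these genes, like those of its other lists, on the same mice. Over all genes, Onecut2 passed without fat-1 PF replicate 1 (log2 fold change 5.22) or replicate 3 (5.33), and Reg1 without replicate 3 (4.81).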

In order to best classify *fat-1* PF vs WT PF mice with respect to all DEGs that met the two-fold threshold, we performed Gene Ontology (GO) pathway analysis in CytoScape. The top enriched and diminished pathways are shown in Fig. 1b. Next, gene clusters identified by STRING were used to visualize gene interactions and identify processes affected by the endogenous increase in n3 PUFAs in *fat-1* compared to WT mice. 

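The paper names 19 genes for the networks that were down-regulated in fat-1 PF mice, among them Chst8, Gcnt1, Saa1, Lcn2, Slc10a2, Hoxb9, Scd2 and Slc6a14. All 18 that were tested here were lower in fat-1 PF than in WT PF mice, and Suox2 was not analysed. The largest log2 fold change was -3.59 (Slc6a14), and the median was -1.46. None was a DEG over all genes, 8 had an unadjusted p-value under 0.05, and 6 of 18 passed when adjusted over the list alone. Slc6a14 (ENSMUSG00000031089, chromosome X from 21714896 to 21742355), an amino acid transporter, had 3.79 ± 4.79 CPM (SD, n = 4) in fat-1 PF and 45.1 ± 62.6 CPM (SD, n = 4) in WT PF mice. WT PF replicate 1 alone had 139 CPM, and without this mouse the log2 fold change was -1.89. Slc10a2, the ileal bile acid transporter, had 7.58 and 3.56 CPM in fat-1 PF replicates 2 and 4 and 689 and 675 CPM in replicates 1 and 3. The mean log2 CPM of 6 genes of ileal bile acid handling, Slc10a2 among them, was also lowest in replicates 2 and 4. It was 5.01 and 4.08 there, against 7.79 to 9.29 in the other PF mice. For these genes, the position of the sampled segment was not separated from the genotype.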

The gene and protein interactions inferred from differentially expressed transcripts between *fat-1* PF and WT PF included down-regulated gene networks (Fig. 1c) for leukocyte tethering (*Chst8, Gcnt1, Sell*), inflammation (*Gsdmc2, Gsdmc4, Pla2g4c*), immunity (*Saa2, Saa1, Lcn2*), bile acid metabolism (*Slc10a2, Hao2, Baat*), development (*Hoxb9, Hoxb6, Hoxb8*), oxoacid metabolism (*Scd2, Suox2, Fa2h*), and amino acid transport (*Slc6a14*). 

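For the networks that were up-regulated in fat-1 PF mice, the paper names 17 genes, among them Cyp2c65, Cyp2b10, Fbp1, Pck1, Gstt1, Fabp1 and Onecut2. All 13 of those tested here were higher in fat-1 PF than in WT PF mice. Apoa2 had too few counts to be tested, and Cyp2b66 and the immunoglobulin genes were not analysed. The log2 fold changes ran from 1.06 (Cyp2c65) to 4.94 (Onecut2). None was a DEG over all genes, 10 had an unadjusted p-value under 0.05, and 8 of 13 passed when adjusted over the list alone. Cyp2c65 (ENSMUSG00000067231, chromosome 19 from 39061015 to 39093944) had 162 ± 65.5 CPM (SD, n = 4) in fat-1 PF and 77.6 ± 25.5 CPM (SD, n = 4) in WT PF mice (standard error of the log2 fold change 0.93, edgeR adjusted p = 0.693). Every fat-1 PF mouse had more Cyp2c65 than every WT PF mouse (exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). Of the read-length windows of its transcript, 11.4% also occur in another gene, Cyp2c66, so that its counts are uncertain.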

Up-regulated gene networks (Fig. 1d) included metabolism of steroids/xenobiotics (*Cyp2c65, Cyp2b10, Cyp2b66*), glycolysis and gluconeogenesis (*Fbp1, G6pc, Pck1*), glutathione metabolism (*Gstt1, Gstm3, Gsta1*), peroxisome proliferator-activated receptor (PPAR) signaling (*Apoa2, Fabp1, Acaa1b*), immunity (*Igkv4-80*, *Ighv5-12*), digestion (*Reg1, Cym*), and transcription (*Onecut2*).

**Figure 1:**
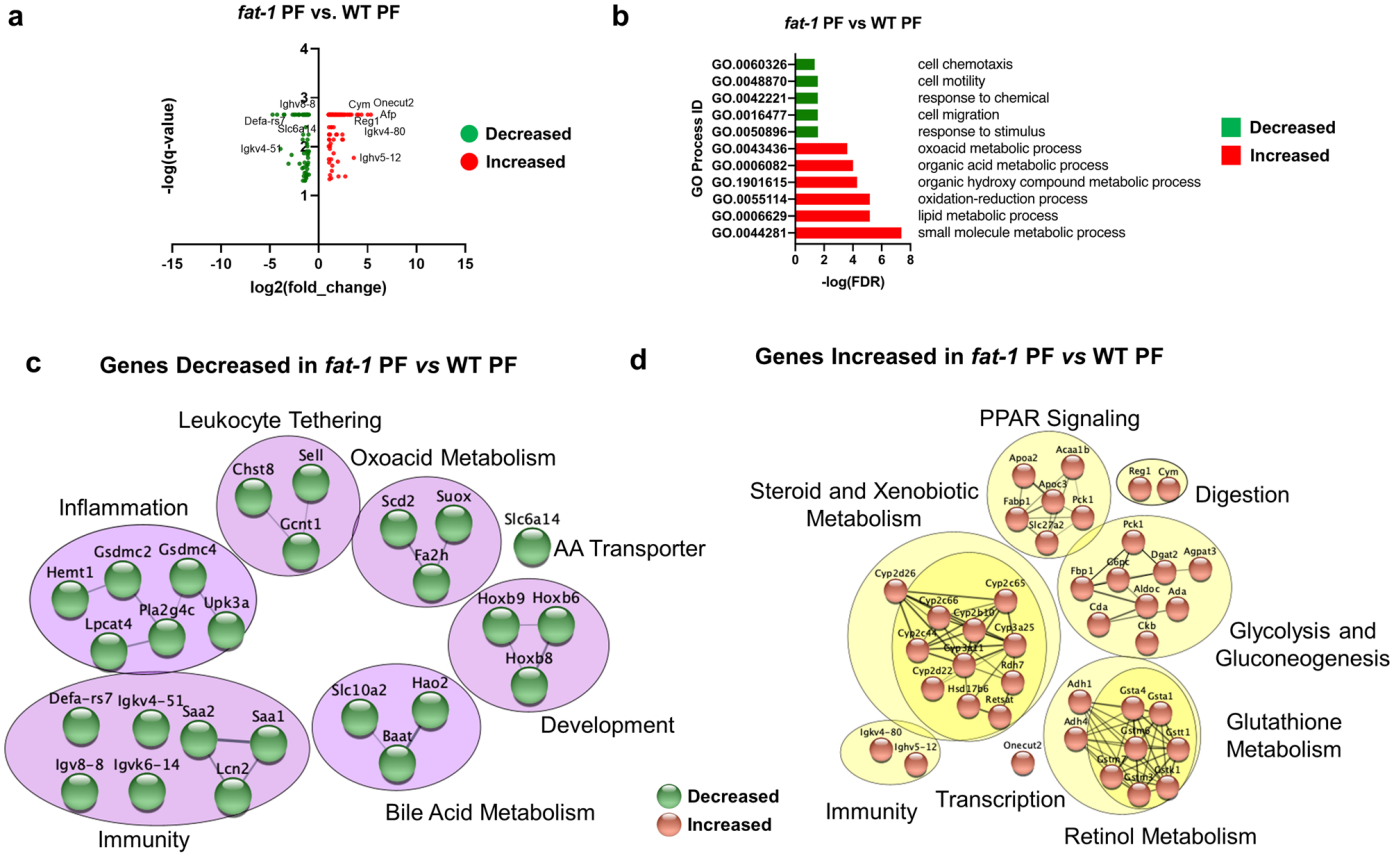
Differentially expressed genes between *fat-1* and WT control pair-fed animals. (**a**) Volcano plot analysis of significant genes from the *fat-1* PF vs WT PF comparison. Genes are plotted as log_2_(fold change) vs antilog(p-value). (**b**) GO Processes representative of decreased gene expression (green) and increased gene expression (red) for the *fat-1* PF vs WT PF comparison. (**c**) Gene cluster analysis of genes decreased in *fat-1* PF vs WT PF comparison (purple circles, green nodes). (**d**) Gene cluster analysis of genes increased in *fat-1* PF vs WT PF comparison (yellow circles, copper nodes). Significant DEGs were selected based on a q-value < 0.05. Significant DEGs with fold-change greater than or equal to two-fold were used for analyses in (**a**–**d**). n = 3–5 mice per group.

### EtOH-mediated alterations in the intestinal transcriptome: similarity in transcriptional responses between WT and *fat-1* mice

EtOH administration resulted in substantial alterations in intestinal gene expression. 

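Lists of marker genes of gut regions and cell types were compared between the groups with limma's camera test. It was run at a preset correlation between genes of 0.01, with adjustment over 50 tests (10 lists, 4 comparisons and the interaction). The 19 genes of the proximal small intestine that were tested, such as Gata4, Lct and Fabp1, had a median log2 fold change of -2.67 (limma camera, adjusted p = 2.3e-12) in WT mice and -5.73 (limma camera, adjusted p = 4.9e-10) in fat-1 mice. Only 2 of them were higher with EtOH in each genotype. The 9 genes of the large intestine, such as Car1 and Aqp8, had a median of 0.81 (limma camera, adjusted p = 0.0117) in WT mice and 2.12 (limma camera, adjusted p = 0.0098) in fat-1 mice. In WT mice this rested on 1 mouse: without WT EtOH replicate 2 the median was 0.29. The median of the list of ileal bile acid handling was 0.81 (limma camera, adjusted p = 0.449) in WT and 0.80 (limma camera, adjusted p = 0.513) in fat-1 mice. Under limma's rotation test fry, 5 of the 19 calls that camera made held. They were those of the proximal list in both genotypes, of the large intestine list in fat-1 mice and of the smooth muscle list in both genotypes. None held with a correlation estimated from the data. Of the 19 genes of the proximal list, 11 are also named by the paper from these mice, and with such genes left out 14 of the calls held. The median of the proximal list was then -1.29 in WT and -2.94 in fat-1 mice, and the large intestine list no longer passed in WT mice (limma camera, adjusted p = 0.0564). As the mean log2 CPM of its genes, the score of the proximal list was 6.55 ± 0.87 (SD, n = 4) in WT PF, 7.74 ± 0.60 (SD, n = 4) in fat-1 PF, 3.35 ± 0.09 (SD, n = 3) in WT EtOH and 2.65 ± 1.23 (SD, n = 5) in fat-1 EtOH mice. The large intestine score was 7.67 and 7.46 in fat-1 EtOH replicates 3 and 4 and 6.90 in WT EtOH replicate 2, and between 2.46 and 4.42 in the other mice.

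**Figure D2:**
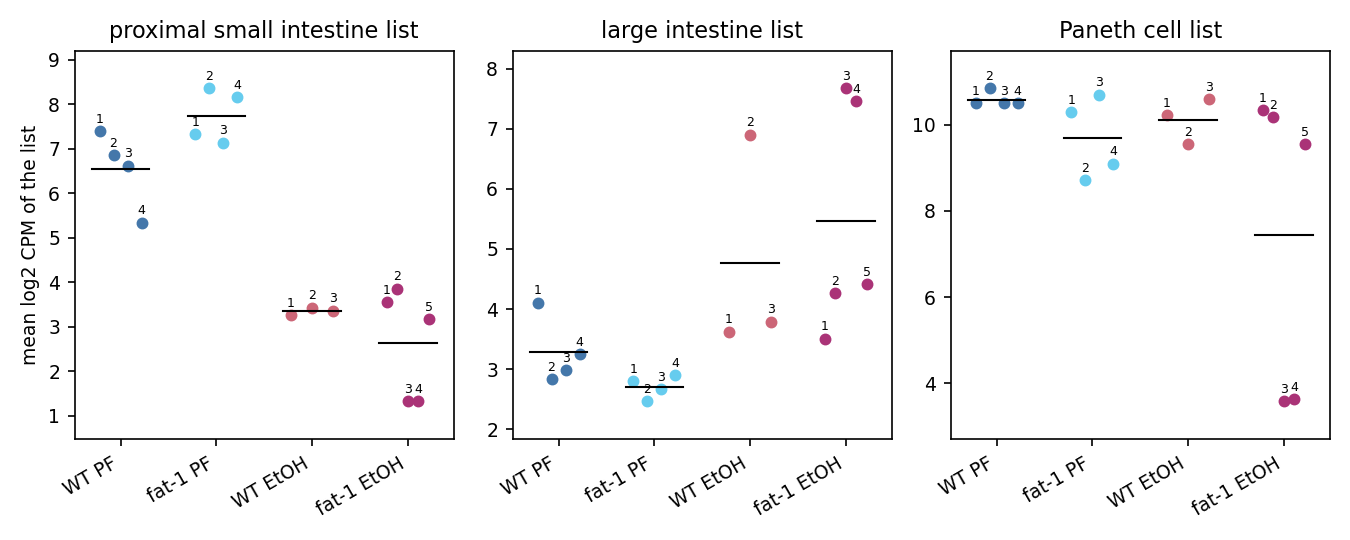
Scores of the lists of proximal small intestine, large intestine and Paneth cell genes, as the mean log2 CPM of the genes of each list, with 1 point per mouse labelled with its replicate number in the 4 groups. All EtOH-fed mice have a lower proximal score than all PF mice, and replicates 3 and 4 of the fat-1 EtOH mice have a Paneth cell score of 3.57 and 3.62.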

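EtOH gave 5170 DEGs in fat-1 mice and 11 in WT mice, a comparison of 5 with 4 mice and of 3 with 4 mice. In this fit the 4 groups share 1 estimate of the spread of each gene. Within single groups the biological coefficient of variation ran from 0.145 (WT PF) to 0.407 (fat-1 EtOH). The number in WT mice thus also depends on the fat-1 mice, and with edgeR on the WT mice alone it was 1103. With each of the 10 sets of 3 of the 5 fat-1 EtOH mice, an alternative chosen after seeing the data, the number in fat-1 mice was between 3467 and 5896. Only the set of replicates 1, 2 and 5 leaves out both replicates 3 and 4, and in that fit WT mice had 273 DEGs. Across all 13811 genes, which are not independent replicates, the median absolute log2 fold change was 0.39 in fat-1 and 0.21 in WT mice, and 78.8% of the genes had the same sign in both. Signed log2 fold changes of the 2 genotypes had a rank correlation of 0.713, with no mouse in common between the 2 comparisons. The interaction of genotype and diet, which tests the difference itself, gave no DEG, and 1036 of the 5170 genes had an unadjusted p-value under 0.05.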

Notably, there were almost 2 times more genes differentially expressed in *fat-1* mice compared to WT littermates in response to EtOH (2107 DEGs vs 1144 DEGs, respectively), suggesting that the alterations in the associated lipid profile and, possibly, lipid homeostasis in *fat-1* mice resulted in elevated gene transcription changes in response to EtOH challenge. 

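All 11 DEGs of WT mice were also DEGs of fat-1 mice with the same sign, which left 0 DEGs exclusive to WT mice and 5159 exclusive to fat-1 mice. With edgeR on each genotype alone, 746 DEGs were shared, 357 were exclusive to WT mice and 2340 to fat-1 mice. With limma voom and sample quality weights these numbers were 1868, 932 and 1781. Of the genes that the paper's Supplementary Excel file lists for WT mice alone, 230 were tested here. In fat-1 mice, 207 of them moved in the same direction and 83 were DEGs. Of the genes listed for fat-1 mice alone, 1187 were tested, and 1090 moved in the same direction in WT mice, none of them as a DEG. None of either set passed in the interaction of genotype and diet. At an unadjusted p-value under 0.05, the interaction was passed by 9 genes of the first set and 377 of the second.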

Further analysis revealed a set of 835 genes in WT and *fat-1* mice with similarly changed expression in response to EtOH (321 ≥ two-fold change), while 1272 and 309 genes were exclusively changed by EtOH in *fat-1* and WT mice, respectively (180 and 118 ≥ two-fold change). 

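Lct (ENSMUSG00000026354, chromosome 1 from 128284756 to 128328318), which encodes lactase, had 0.37 ± 0.0874 CPM (SD, n = 3) in WT EtOH and 632 ± 456 CPM (SD, n = 4) in WT PF mice, a log2 fold change of -10.70 (standard error 1.22, edgeR adjusted p = 0.0027). In fat-1 mice, Lct had 0.864 ± 0.824 CPM (SD, n = 5) with EtOH and 1608 ± 1098 CPM (SD, n = 4) in PF mice, a log2 fold change of -10.83 (standard error 0.93, edgeR adjusted p = 7.5e-05). Gata4 (ENSMUSG00000021944, chromosome 14 from 63198922 to 63271692), a transcription factor of the proximal small intestine, fell to 0.38 ± 0.188 CPM (SD, n = 3) from 64 ± 29.7 CPM (SD, n = 4) in WT mice (log2 fold change -7.38, edgeR adjusted p = 0.0027) and to 0.558 ± 0.512 CPM (SD, n = 5) from 109 ± 48.2 CPM (SD, n = 4) in fat-1 mice (log2 fold change -7.57, edgeR adjusted p = 5.9e-05). The log2 fold changes of Cyp2b10 and Ugt2a3 were -5.37 and -6.45 in WT mice (edgeR adjusted p = 0.0388 and 0.0282) and -8.29 and -7.80 in fat-1 mice (edgeR adjusted p = 1.6e-04 and 1.6e-04). For these 4 genes, every EtOH-fed mouse lay below every PF mouse of its genotype. Of the read-length windows of Cyp2b10, 3.15% also occur in another gene, Cyp2b13. Plb1 (ENSMUSG00000029134, chromosome 5 from 32232708 to 32366520) had 3.56 ± 2.41 CPM (SD, n = 3) in WT EtOH and 584 ± 293 CPM (SD, n = 4) in WT PF mice, a log2 fold change of -7.34 with a standard error of 1.91 (edgeR adjusted p = 0.166), and it was a DEG in fat-1 mice only (log2 fold change -6.87, edgeR adjusted p = 0.0033). None of the 5 differed between the genotypes in the interaction, where the unadjusted p-value was smallest for Cyp2b10 (0.0254). In WT mice, the calls rested on few libraries. With each mouse left out in turn, Ugt2a3 lost its call in 8 of 16 fits and Cyp2b10 in 10. Lct and Gata4 lost theirs without WT EtOH replicate 1 (log2 fold changes -10.51 and -7.54) or replicate 3 (-10.81 and -7.01). The 5 genes remained DEGs in fat-1 mice in all 16, but Plb1 did not with limma voom and sample quality weights (limma adjusted p = 0.441).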

Volcano plot analysis of DEGs that met the two-fold threshold in WT-EtOH relative to WT-PF (Fig. 2a) and in *fat-1* EtOH relative to *fat-1* PF (Fig. 2b) demonstrated that the top down-regulated genes shared by both genotypes included *Lct, Cyp2b10, Ugt2a3, Gata4,* and *Plb1*. Among the genes up-regulated by EtOH in both WT and *fat-1* mice were *Cyp2d34, Retnlb, Slc6a14,* and *Fa2h.* The top DEGs that changed their expression in response to EtOH in WT and *fat-1* mice, as well as shared genes between WT and *fat-*1 mice in response to EtOH are listed in Supplementary Tables S2, S3, and S4, respectively. 

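Retnlb (ENSMUSG00000022650, chromosome 16 from 48816856 to 48818892), a goblet cell gene, had 17.9 ± 16.2 CPM (SD, n = 3) in WT EtOH and 0.973 ± 0.727 CPM (SD, n = 4) in WT PF mice, a log2 fold change of 4.17 (standard error 1.23, edgeR adjusted p = 0.187). In fat-1 mice, Retnlb had 29.2 ± 34 CPM (SD, n = 5) with EtOH and 0.224 ± 0.322 CPM (SD, n = 4) in PF mice, a log2 fold change of 6.98 (standard error 1.47, edgeR adjusted p = 0.0028). Slc6a14 rose by 2.72 on the log2 scale in WT mice, to 297 ± 78.5 CPM (SD, n = 3) (standard error 1.02, edgeR adjusted p = 0.262), and by 4.43 without WT PF replicate 1. It rose by 6.72 in fat-1 mice, where it reached 394 ± 354 CPM (SD, n = 5) (edgeR adjusted p = 0.0011). In fat-1 mice, no PF mouse had more than 2 reads of Cyp2d34 (ENSMUSG00000094559, chromosome 15 from 82615965 to 82620946), and fat-1 EtOH replicates 1 to 5 had 0.19, 1.11, 139, 177 and 1.71 CPM, a mean at least 168-fold higher (edgeR adjusted p = 0.0152). In WT mice its log2 fold change of 4.60 (edgeR adjusted p = 0.338) rested on replicate 2, with 47.4 CPM, and was 0.32 without it. Fa2h had a log2 fold change of 3.16 in WT (edgeR adjusted p = 0.277) and 6.80 in fat-1 mice (edgeR adjusted p = 0.0032), and without WT EtOH replicate 2 that in WT mice was 1.64. None of the 4 passed in fat-1 mice with limma voom and sample quality weights (limma adjusted p = 0.152 for Retnlb, 0.06 for Slc6a14, 0.5005 for Cyp2d34 and 0.181 for Fa2h). In WT mice, 0 of the 4 genes were DEGs over all genes, all 4 had an unadjusted p-value under 0.05, and all 4 passed when adjusted over the list alone.

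**Figure D3:**
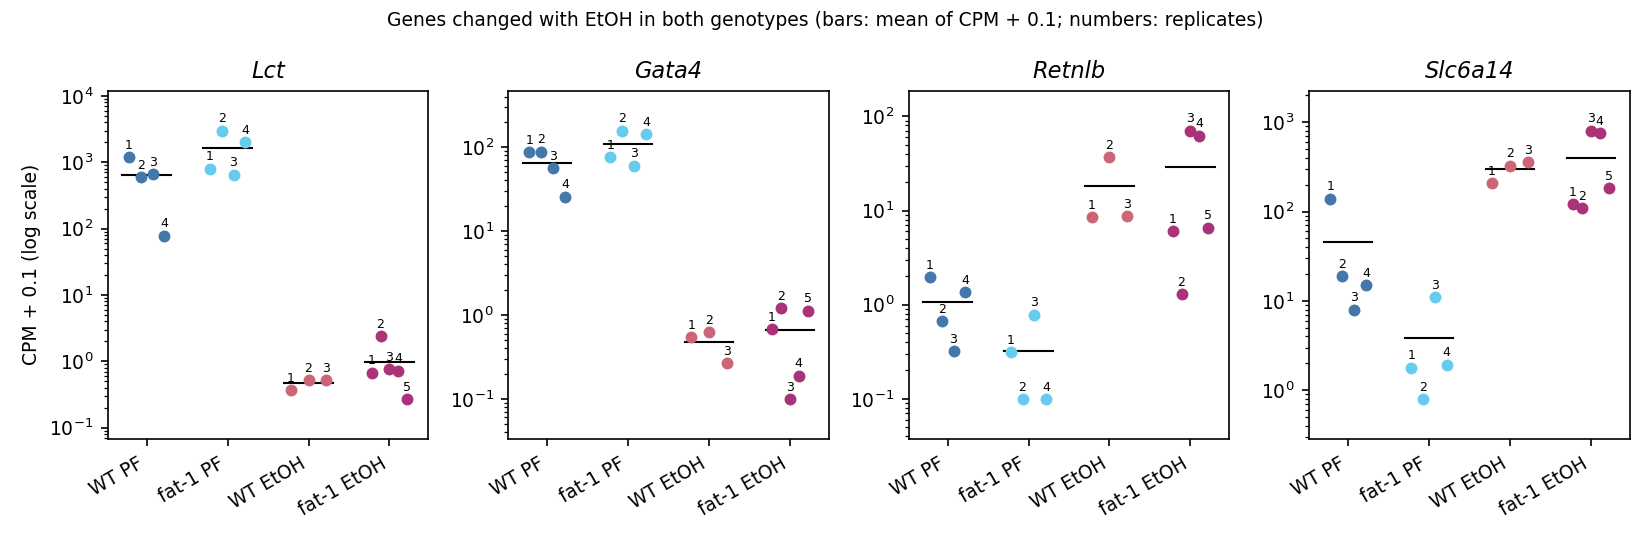
CPM + 0.1 on a log axis of Lct, Gata4, Retnlb and Slc6a14 in the 4 groups, with 1 point per mouse labelled with its replicate number and a bar for the mean of each group. Lct and Gata4 are lower in every EtOH-fed mouse than in every PF mouse.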

Cytoscape GO analysis identified downregulated processes in WT-EtOH vs WT-PF mice including lipid metabolism, oxoacid metabolism, anion transport, fatty acid metabolism, and cholesterol homeostasis; while upregulated processes included development and response to hormones (Fig. 2c). GO processes diminished in *fat-1* EtOH vs* fat-1* PF mice included oxoacid metabolism, lipid metabolism, drug metabolism, and nucleobase metabolism, while cell communication, cell migration, signal transduction, transport, cell adhesion, and cell differentiation were enriched (Fig. 2d).

**Figure 2:**
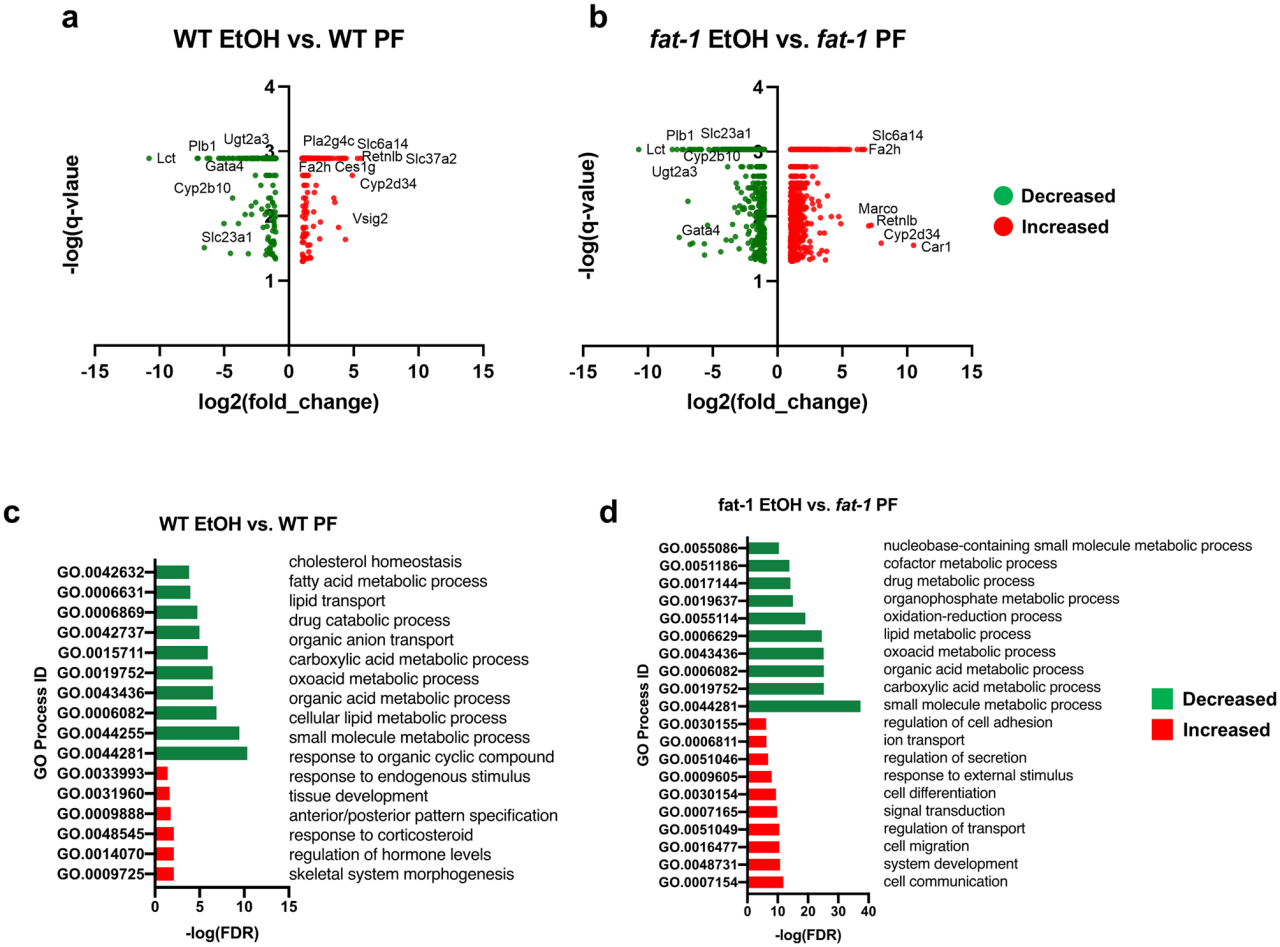
Changes in intestinal transcriptional responses to EtOH in WT and *fat-1* mice. (**a**) Volcano plot analysis of significant genes from the WT EtOH vs WT PF comparison plotted as log_2_(fold change) vs antilog(p-value) for individual genes. (**b**) Volcano plot analysis for the *fat-1* EtOH vs* fat-1* PF comparison plotted as log_2_(fold change) vs antilog(p-value) for individual genes. (**c**) GO Process analysis representative of genes decreased in expression (green) and genes increased in expression (red) for the WT EtOH vs WT PF comparison. (**d**) GO Process analysis representative of genes decreased in expression (green) and genes increased in expression (red) for the *fat-1* EtOH vs* fat-1* PF comparison. Significant DEGs that met a two-fold threshold were used for the analyses in (**a**–**d**). n = 3–5 mice per group.

GO processes representative of the decreased genes in response to EtOH shared between genotypes included lipid metabolism, carboxylic acid metabolism, drug metabolism, and anion transport. The elevated shared genes due to EtOH included hormone and developmental processes (Fig. 3a). Gene clusters identified by STRING were used to visualize gene interactions and pathways among DEGs commonly affected by EtOH in both genotypes. Common pathway clusters decreased by EtOH in WT and *fat-*1 mice included amino acid metabolism (*Arg2*, *Dao*, *Pipox*), sugar metabolism (*Aldob*, *G6pc*, *Fbp1*), purine and pyrimidine metabolism (*Ada*, *Cda, Nt5e*), steroid and xenobiotic metabolism (*Rdh7*, *Adh1*, *Cyp2b10*), and the peroxisome (*Ephx2*, *Dao, Acsl5*) (Fig. 3b). 

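All 14 genes that the paper names here were lower with EtOH in both genotypes. In fat-1 mice all 14 were DEGs, with log2 fold changes from -8.29 (Cyp2b10) to -1.90 (Nt5e) and a median of -3.40. In WT mice, the log2 fold changes ran from -5.37 (Cyp2b10) to -1.06 (Pipox), with a median of -1.75. There 1 gene, Cyp2b10, was a DEG over all genes, 7 of 14 passed when adjusted over the list alone, and 8 had an unadjusted p-value under 0.05. Cyp2b10 fell in WT mice to 1.32 ± 0.491 CPM (SD, n = 3) from 54.3 ± 44.7 CPM (SD, n = 4). Pipox (ENSMUSG00000017453, chromosome 11 from 77880615 to 77894096) fell to 14.4 ± 4.09 CPM (SD, n = 3) from 30.0 ± 8.4 CPM (SD, n = 4) in WT mice (standard error of the log2 fold change 0.52, edgeR adjusted p = 0.375), and each WT EtOH mouse lay below each WT PF mouse (exact permutation test, p = 0.0571).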

Pathway clusters representative of common genes elevated by EtOH in WT and *fat-1* mice included immunity (*Pparγ*, *Muc2*, *Tlr2*), development (*Hoxb4*, *Hoxb8*, *Hoxb5*), lipid metabolism (*Cyp2c55*, *Cyp3a44*, *Far1*), sulfur compound metabolism (*Cbs*, *Ethe1*, *Fa2h*), and the phagosome (*Itga2*, *Thbs2*, *Sparcl1*) (Fig. 3c).

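All 15 genes named for these clusters were higher with EtOH in both genotypes. In fat-1 mice, 13 of 15 were DEGs, with log2 fold changes from 1.13 (Pparg) to 6.80 (Fa2h). In WT mice, 0 were DEGs over all genes, 7 passed when adjusted over the list alone and 9 had an unadjusted p-value under 0.05, with log2 fold changes from 0.82 (Muc2) to 3.42 (Cyp2c55). Muc2 (ENSMUSG00000025515, chromosome 7 from 141690340 to 141754693), the main mucin of goblet cells, had 1772 ± 297 CPM (SD, n = 3) in WT EtOH and 1005 ± 82.1 CPM (SD, n = 4) in WT PF mice (standard error of the log2 fold change 0.56, edgeR adjusted p = 0.521). In fat-1 EtOH replicates 1 to 5, Muc2 had 1576, 1701, 8164, 7544 and 1299 CPM. The rise of Cyp2c55 in WT mice rested on replicate 2, with 639 CPM against 24 and 23 in replicates 1 and 3, and without that mouse its log2 fold change was 0.14.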

**Figure 3:**
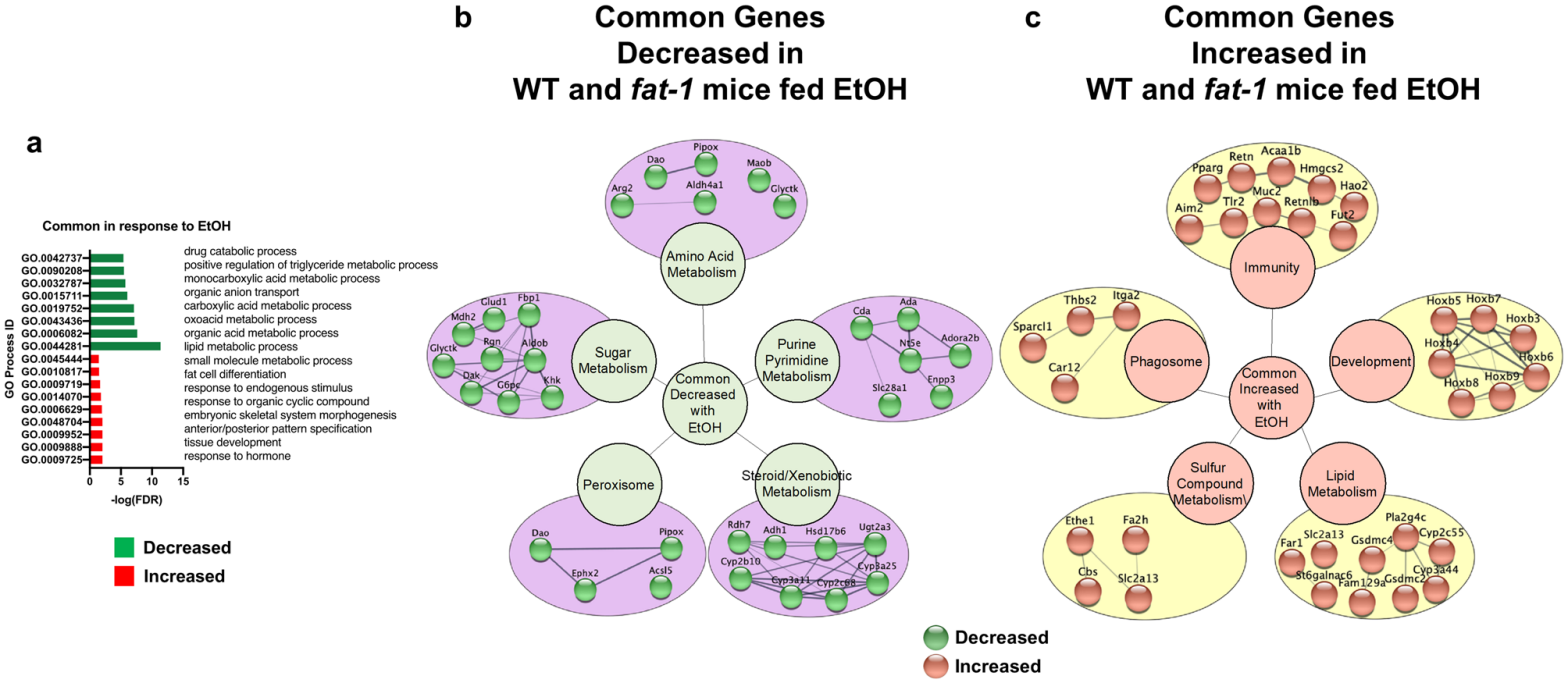
Similarity in transcriptional responses of ileum tissue to EtOH in WT and *fat-1* mice. (**a**) GO Process analysis representative of genes decreased in expression (green) and genes increased in expression (red) that were shared between genotypes in response to EtOH. (**b**) Gene cluster analysis of genes shared between genotypes that were decreased in response to EtOH (purple circles, green nodes). (**c**) Gene cluster analysis of genes shared between genotypes that were increased in response to EtOH (yellow circles, copper nodes). Significant DEGs that met a two-fold change threshold were used for the analyses in (**a**–**c**). n = 3–5 mice per group.

### EtOH-mediated alterations in the intestinal transcriptome: unique transcriptional responses to EtOH in WT or *fat-1* mice

Next, we identified the specific transcriptional responses to EtOH in the intestinal mucosa of WT and *fat-1* mice. 

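Of the genes that the paper names as changed by EtOH in WT mice alone, Slc37a2, Abca12, Fabp1 and Gip were tested here, and the immunoglobulin genes and Rn7sk were not analysed. Fabp1 (ENSMUSG00000054422, chromosome 6 from 71199827 to 71205023), a fatty acid-binding protein of enterocytes, fell to 9.54 ± 2.1 CPM (SD, n = 3) in WT EtOH from 659.6 ± 645 CPM (SD, n = 4) in WT PF mice, a log2 fold change of -6.11 (standard error 1.14, edgeR adjusted p = 0.0656). Fabp1 was a DEG without WT PF replicate 4 (log2 fold change -6.51) or fat-1 PF replicate 3 (-6.10). In fat-1 mice, it fell by 8.60 on the log2 scale, to 10.7 ± 3.55 CPM (SD, n = 5) from 4145 ± 3328 CPM (SD, n = 4) (edgeR adjusted p = 2.2e-04). Gip (ENSMUSG00000014351, chromosome 11 from 96024545 to 96030831) had log2 fold changes of -3.97 in WT (edgeR adjusted p = 0.166) and -5.65 in fat-1 mice (edgeR adjusted p = 4.6e-04). Slc37a2 (ENSMUSG00000032122, chromosome 9 from 37227585 to 37255738) had 2.33, 253 and 1.68 CPM in WT EtOH replicates 1 to 3 and 2.07 ± 0.47 CPM (SD, n = 4) in WT PF mice. Its log2 fold change of 5.36 in WT mice (standard error 1.67, edgeR adjusted p = 0.195) was -0.05 without replicate 2, so that 1 mouse decided it. Of its read-length windows, 2.85% also occur in another gene. Abca12 had 1.61, 41.6 and 5.8 CPM in the WT EtOH mice, a log2 fold change of 3.95 (1.83 without replicate 2), and was a DEG in fat-1 mice. None of the 4 genes was a DEG in WT mice over all genes, all 4 had an unadjusted p-value under 0.05, and all 4 passed when adjusted over the list alone. In the interaction of genotype and diet, the unadjusted p-values of the 4 were between 0.0504 (Fabp1) and 0.217 (Gip).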

There were a set of genes most prominently up and down-regulated in response to EtOH treatment exclusively in WT but not in *fat-1* mice including *Slc37a2, Ighv14-4, Ighv1-63, Abca12,* and *Rn7sk* (~ 47-, 15-, 14-, 13-, and 11- fold increases, respectively), and *Fabp1, Ighv2-3, Igkv4-51, Gip,* and *Ighv8-8* (~ 70-, 16-, 15-, 14-, and 8- fold decreases, respectively, Supplementary Table S5). 

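Among the genes that the paper names as most raised by EtOH in fat-1 mice alone, Car1, Ccn3, Plet1 and Marco differed between the fat-1 EtOH mice. Car1 (ENSMUSG00000027556, chromosome 3 from 14766216 to 14808368), a carbonic anhydrase, had 0.95, 75.7, 11157, 12208 and 79.1 CPM in fat-1 EtOH replicates 1 to 5 and 3.5 ± 6.75 CPM (SD, n = 4) in fat-1 PF mice, a log2 fold change of 10.38 (standard error 3.53, edgeR adjusted p = 0.0325). Without fat-1 PF replicate 4, the highest of its group, the fitted log2 fold change was 15.05. Its size is uncertain, since the other fat-1 PF mice had next to no reads of Car1. Without replicate 1, 2 or 3 of the fat-1 PF mice the log2 fold change was 9.97, 10.01 or 9.98 and Car1 was no longer a DEG. The groups overlapped (exact permutation test, p = 0.0397), and 6.61% of its read-length windows also occur in another gene. In WT EtOH replicate 2, Car1 had 4041 CPM, against 0.895 and 1.26 CPM in replicates 1 and 3. Ccn3, which the paper names Nov (ENSMUSG00000037362, chromosome 15 from 54745702 to 54754039), had 1.62, 2.3, 221, 111 and 2.65 CPM in fat-1 EtOH replicates 1 to 5 and 0.731 ± 0.624 CPM (SD, n = 4) in fat-1 PF mice (log2 fold change 6.53, standard error 1.59, edgeR adjusted p = 0.0063). Plet1 (ENSMUSG00000032068, chromosome 9 from 50494525 to 50505482), of whose windows 7.37% also occur in another gene, had 1.43, 1.53, 184, 139.6 and 2.14 CPM and 2.37 ± 1.29 CPM (SD, n = 4) (edgeR adjusted p = 0.0171). Cdhr1 had a log2 fold change of 4.74 (edgeR adjusted p = 0.0078). Marco had too few mice with counts to be tested, with 143 CPM in fat-1 EtOH replicate 5 and at most 0.984 CPM in every other mouse. Among the genes that fell, Bbox1 (ENSMUSG00000041660, chromosome 2 from 110262697 to 110314560) went to 0.346 ± 0.102 CPM (SD, n = 5) from 46.2 ± 43.5 CPM (SD, n = 4), a log2 fold change of -7.00 (standard error 1.12, edgeR adjusted p = 6.0e-04), and every fat-1 EtOH mouse lay below every fat-1 PF mouse (exact permutation test, p = 0.0079, the smallest p that 5 mice against 4 allow). Slc4a5, Dnah2, Rec8 and Afp had log2 fold changes of -4.48, -4.66, -4.12 and -4.01. All 9 genes tested were DEGs in fat-1 mice with edgeR. Car1, Ccn3, Plet1, Cdhr1, Bbox1 and Afp were not with limma voom and sample quality weights (limma adjusted p = 0.625, 0.241, 0.814, 0.0755, 0.127 and 0.054). In the interaction of genotype and diet, none passed (edgeR adjusted p at least 0.595), and the unadjusted p-value was smallest for Slc4a5 (0.0174) and largest for Car1 (0.305).

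**Figure D4:**
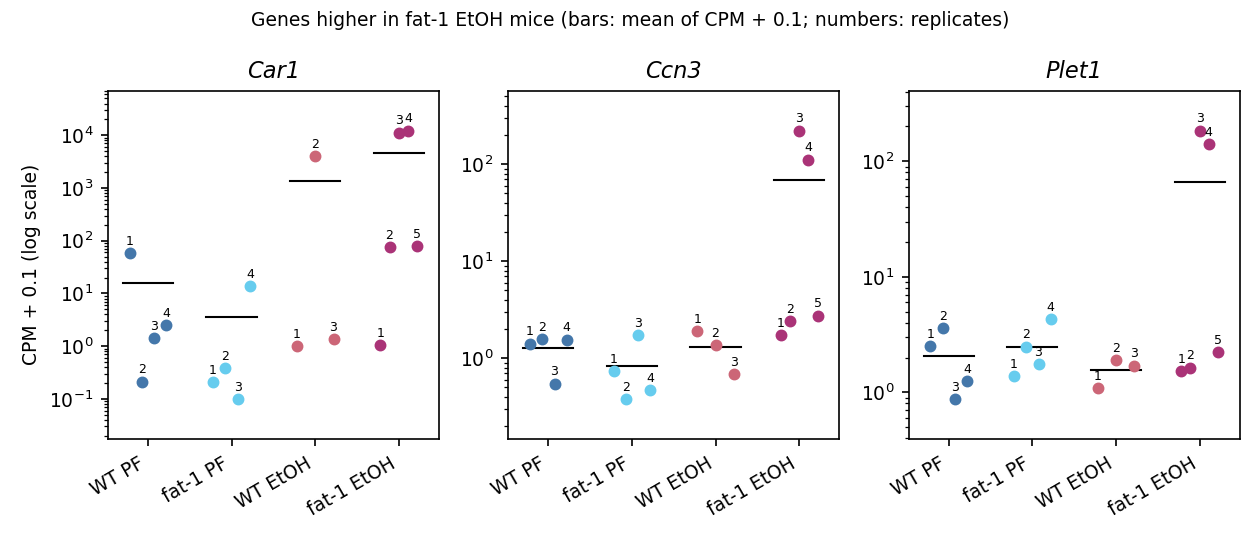
CPM + 0.1 on a log axis of Car1, Ccn3 and Plet1 in the 4 groups, with 1 point per mouse labelled with its replicate number and a bar for the mean of each group. The highest points of each gene are replicates 3 and 4 of the fat-1 EtOH mice.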

The genes most highly changed in response to EtOH treatment exclusively in *fat-1* but not in WT mice included*: Car1, Marco, Nov, Plet1,* and *Cdhr1* (~ 1454-, 151-, 97-, 31-, and 30-fold increases, respectively), and *Bbox1, Slc4a5, Dnah2, Rec8,* and *Afp* (~ 59-, 25-, 20-, 19-, and 16-fold decreases, respectively, Supplementary Table S6).

Cytoscape cluster analysis identified genotype-specific pathway alterations in response to EtOH. Pathways that were downregulated in response to EtOH in WT mice exclusively included hormones (*Igf2*, *Gip*), hemoglobin (*Hba-a1*, *Hba-a2*, *Hbb-bs*), and innate immunity (*Lcn2*, *Slpi*, *Ly6d*). 

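The 7 tested of the 8 named genes were all lower in WT EtOH than in WT PF mice, and Igf2, with at most 0.328 CPM in any mouse, had too few counts to be tested. None was a DEG over all genes, 4 passed when adjusted over the list alone and 4 had an unadjusted p-value under 0.05. Hbb-bs (ENSMUSG00000052305, chromosome 7 from 103826534 to 103828096) had 6.74 ± 2.27 CPM (SD, n = 3) in WT EtOH and 16 ± 7.09 CPM (SD, n = 4) in WT PF mice, a log2 fold change of -1.24 (standard error 0.47, edgeR adjusted p = 0.268), and the log2 fold changes of Hba-a1 and Hba-a2 were -1.41 and -1.30 (that of Hba-a2 was -2.94 without WT EtOH replicate 1 and -0.798 without replicate 2). These counts are uncertain, since 64.3%, 62.2% and 81% of the read-length windows of the 3 globin genes also occur in another gene. Lcn2 (ENSMUSG00000026822, chromosome 2 from 32384633 to 32388252) had 1.92 ± 0.896 CPM (SD, n = 3) and 5.54 ± 2.56 CPM (SD, n = 4), a log2 fold change of -1.52 (standard error 0.53, edgeR adjusted p = 0.235). Those of Slpi and Ly6d were -1.20 and -1.04, and Ly6d did not overlap between the groups (exact permutation test, p = 0.0286, the smallest p that 3 mice against 4 allow). In the interaction of genotype and diet, the smallest unadjusted p-value of these genes was that of Hba-a1 (0.162).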

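Among genes of tuft cells, a chemosensory cell type of the epithelium, Dclk1 (ENSMUSG00000027797, chromosome 3 from 55242364 to 55539068) had 20.8 ± 6.93 CPM (SD, n = 3) in WT EtOH and 11.1 ± 2.97 CPM (SD, n = 4) in WT PF mice, a log2 fold change of 0.90 (standard error 0.26, edgeR adjusted p = 0.187). Exons of a gene on the other strand overlap Dclk1, so that its counts are uncertain. Itpr2 and Sucnr1 had log2 fold changes of 0.94 (standard error 0.35) and 1.02 (standard error 0.57). For the 3 genes, every WT EtOH mouse lay above every WT PF mouse (exact permutation test, p = 0.0286, the smallest p that 3 mice against 4 allow). The other tested genes of the clusters that the paper names for WT mice, Chodl, Reg4, Fgf13, Fgf15, Fosb and Egr1, had log2 fold changes of 1.26, 1.47, 0.66, 1.51, 1.02 and 1.66, and Siglec5 was not analysed. Without WT EtOH replicate 1, those of Sucnr1 and Fosb were 0.67 and 0.28, and without replicate 2 that of Reg4 was 0.92. Fgf15 (ENSMUSG00000031073, chromosome 7 from 144896531 to 144900953) had 64.5 ± 43.8 CPM (SD, n = 3) and 22.7 ± 29 CPM (SD, n = 4) (standard error 1.64, log2 fold change 2.86 without WT PF replicate 3 and 0.918 without WT EtOH replicate 1), and 19.1% of its read-length windows also occur in another gene. None of the 9 genes was a DEG over all genes, 4 passed when adjusted over the list alone and 5 had an unadjusted p-value under 0.05. The whole list of 11 tuft cell genes, of which the paper names Dclk1 and Sucnr1, had a median log2 fold change of 0.86 (limma camera, adjusted p = 4.6e-04) in WT and 0.17 (limma camera, adjusted p = 0.183) in fat-1 mice, and the test of the difference between the genotypes gave -0.40 (limma camera, adjusted p = 0.38).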

Pathway clusters upregulated in response to EtOH in WT mice only included tuft cell markers (*Itpr2*, *Dclk1*, *Sucnr1*), lectin recognition (*Chodl*, *Siglec5*, *Reg4*), and fibroblast growth factors (FGFs) (*Fgf13*, *Fgf15*) and inflammation (*Fosb*, *Egr1*) (Fig. 4a). Clustered pathways decreased in response to EtOH in *fat-1* mice exclusively include cell death (*Gsdmd*, *Il18*, *Casp7*), the peroxisome (*Hadh*, *Crat*, *Acaa1a*), arachidonic acid metabolism (*Cyp2c66*, *Cyp2j6*, *Cyp2u1*), cytokine signaling (*Il15*, *Cxcl16*, *Gzma*), lipid metabolism (*Nr1h3*, *Dgat1*, *Dgat2*), and sugar metabolism (*Pklr*, *Eno1*, *Mdh1*) (Fig. 4b). 

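All 18 genes named for these clusters were lower in fat-1 EtOH than in fat-1 PF mice, and 16 of them were DEGs, with log2 fold changes from -2.16 (Il18) to -1.01 (Il15) and a median of -1.48. Il18 (ENSMUSG00000039217, chromosome 9 from 50554827 to 50581840) had 29.9 ± 10.3 CPM (SD, n = 5) with EtOH and 133 ± 27.7 CPM (SD, n = 4) in PF mice (standard error of the log2 fold change 0.31, edgeR adjusted p = 3.4e-04), and every fat-1 EtOH mouse lay below every fat-1 PF mouse. Its fall was larger than in WT mice, by a log2 difference of -1.204 (standard error 0.46), which did not pass in the interaction (edgeR adjusted p = 0.595, unadjusted p-value 0.0194). Il15 (ENSMUSG00000031712, chromosome 8 from 82331632 to 82403222) had 19.2 ± 6.44 CPM (SD, n = 5) and 38.8 ± 14.4 CPM (SD, n = 4) (standard error 0.25, edgeR adjusted p = 0.0064), with overlapping groups (exact permutation test, p = 0.0238).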

Pathway clusters increased in response to EtOH in *fat-1* mice only included defense response (*Marco*, *Il1rn*, *Tlr4*), PPAR signaling (*Pnpla3*, *Plin4*, *Plin1*), endocytosis (*Syt1*, *Dab2*, *Epn2*), mucin O-glycan synthesis (*B3gnt6*, *Gcnt1*, *Gaint12*), xenobiotic metabolism (*Gstm2*, *Cbr2*, *Cbr3*), and GPCR signaling (*Ffar2*, *Ffar4*, *Tacr2*) (Fig. 4b).

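Of the 18 genes named for these clusters, 17 were tested, all of them were higher in fat-1 EtOH than in fat-1 PF mice, and 14 were DEGs over all genes. The 3 that were not DEGs are all those named for PPAR signaling, Plin1, Plin4 and Pnpla3 (edgeR adjusted p = 0.0697, 0.101 and 0.142). The log2 fold changes ran from 0.87 (Dab2) to 2.79 (Cbr2), with a median of 1.53. Cbr2 (ENSMUSG00000025150, chromosome 11 from 120729489 to 120732114) had 3.33 ± 2.75 CPM (SD, n = 5) with EtOH and 0.477 ± 0.377 CPM (SD, n = 4) in PF mice (standard error 0.67, edgeR adjusted p = 0.0059), and 10.6% of its read-length windows also occur in another gene. Dab2 (ENSMUSG00000022150, chromosome 15 from 6299788 to 6440712) had 10.5 ± 2.15 CPM (SD, n = 5) and 5.73 ± 0.762 CPM (SD, n = 4) (standard error 0.20, edgeR adjusted p = 0.0044), and the 2 groups did not overlap (exact permutation test, p = 0.0079). The interaction of genotype and diet had an unadjusted p-value of 0.0772 for Cbr2 and 0.0537 for Dab2. Plin1 and Plin4 also belong to a list of adipocyte genes, whose median log2 fold change in fat-1 mice was 1.15 (limma camera, adjusted p = 0.183).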

**Figure 4:**
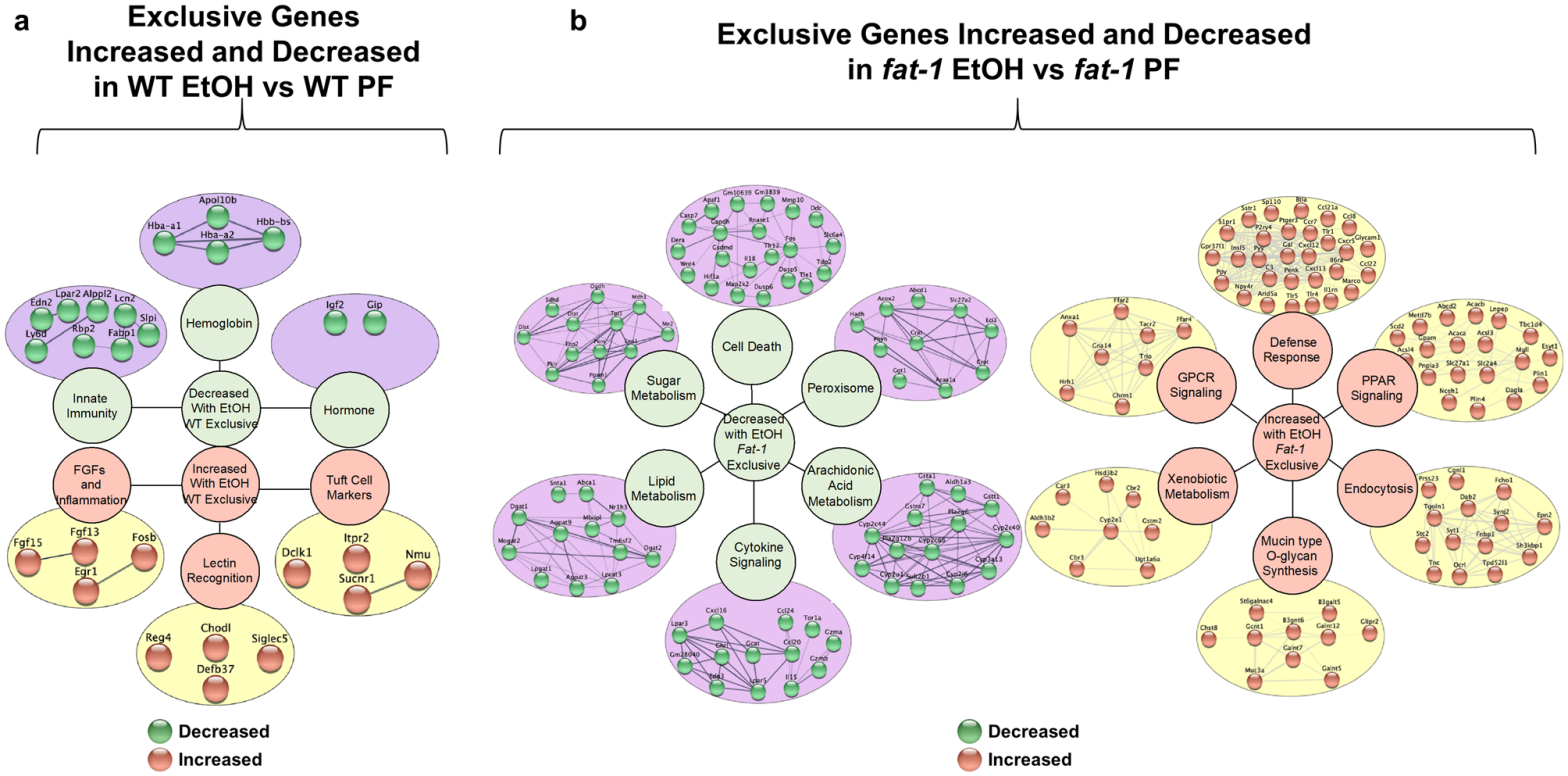
Genotype exclusive transcriptional responses to EtOH in WT and *fat-1* mice. (a) Cluster analysis of genes exclusively decreased (purple circles, green nodes) or increased in response to EtOH in WT mice (yellow circles, copper nodes). (**b**) Cluster analysis of genes exclusively decreased (purple circles, green nodes) or increased in response to EtOH in *fat-1* mice (yellow circle, copper nodes). Significant DEGs that met a two-fold change threshold were used for the analyses in (**a**,**b**). n = 3–5 mice per group.

### Differential transcriptional responses to EtOH between *fat-1* and WT mice

The differences described above in transcriptional responses to EtOH in *fat-1* and WT mice resulted in a total of 94 genes that were differentially regulated between *fat-1* EtOH and WT EtOH animals. 

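Of the 77 genes of the paper's list that were tested here, 45 had an unadjusted p-value under 0.05 between fat-1 EtOH and WT EtOH mice, and the rank correlation across genes between the paper's log2 fold changes and those from the counts was 0.972. One alternative chosen after seeing the data gave more DEGs: with fat-1 EtOH replicates 3, 4 and 5 alone in their group, there were 52, 28 of them 2-fold. Each of the other 9 sets of 3 fat-1 EtOH mice gave 0 or 1.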

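Of the genes with the greatest increase in fat-1 EtOH compared to WT EtOH mice in the paper, Ccn3 (Nov), Plet1, Cd209b and Nxpe2 were tested here, Grin3a had too few mice with counts, and Ighv1-85 was not analysed. Ccn3 had 1.21 ± 0.603 CPM (SD, n = 3) in WT EtOH mice, a log2 fold change of 5.80 (standard error 1.66, edgeR adjusted p = 0.757). Plet1 had 1.46 ± 0.418 CPM (SD, n = 3) in WT EtOH mice (log2 fold change 5.49, standard error 1.67). Nxpe2 (ENSMUSG00000032028, chromosome 9 from 48318006 to 48353454) had 1.24, 0.765, 43.1, 27.7 and 3.59 CPM in fat-1 EtOH replicates 1 to 5 and 0.557 ± 0.323 CPM (SD, n = 3) in WT EtOH mice (log2 fold change 4.75, standard error 1.31). Cd209b (ENSMUSG00000065987, chromosome 8 from 3917655 to 3926844) had 0.76, 0.17, 0.656, 0.0892 and 45.8 CPM in the same mice and 0.418 ± 0.274 CPM (SD, n = 3) in WT EtOH mice (log2 fold change 4.51, standard error 1.78), so that replicate 5 alone carried it (0.03 without it). Grin3a had 36.7 and 21.1 CPM in replicates 3 and 4 and at most 0.735 CPM in every other mouse. The 2 groups overlapped for each of the 4 tested genes (exact permutation test, p = 0.143 for Ccn3, 0.214 for Plet1 and 0.75 for Cd209b, where 5 mice against 3 allow no p below 0.0179). None of the 4 was a DEG over all genes, all 4 passed when adjusted over the list alone, and all 4 had an unadjusted p-value under 0.05.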

Among 80 up-regulated DEGs in *fat-1* EtOH vs WT EtOH, the greatest increase was observed for *Nov*, *Plet1, Cd209b, Ighv1-85, Grin3a, Nxpe2* (~ 61-, 46-, 20-, 16-, 14-, and tenfold increases, respectively, Fig. 5a, Supplementary Table S7). Immunoglobulins, including *Ighv3-8 and Igkv2-109* were among the 14 most decreased DEGs in *fat1-1* EtOH vs WT EtOH mice. Processes representative of genes decreased in *fat-1 *EtOH mice included negative regulation of tyrosine phosphorylation and JAK-STAT signaling, while leukocyte migration, stress response, negative regulation of cell death, and lipid metabolism were increased (Fig. 5b). Gene clusters identified by STRING analysis and the pathways they represent were used to visualize ileum DEGs between *fat-*1 EtOH and WT EtOH mice. Clustered pathways downregulated in *fat-1* EtOH vs WT EtOH mice included immunity (*Igkv8-21, Igkv2-109, Igkv5-17*), the JAK-STAT pathway (*Ptk6, Socs3*), inflammation (*Nos2*), GTP-binding protein (*Arl4a*), bile acid metabolism (*Fgf15*), and phospholipase (*Pla2g4c*) (Fig. 5c). 

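Arl4a (ENSMUSG00000047446, chromosome 12 from 40005447 to 40038025), which encodes a small GTP-binding protein, had 35.4 ± 3.87 CPM (SD, n = 5) in fat-1 EtOH and 78.2 ± 10.2 CPM (SD, n = 3) in WT EtOH mice, a log2 fold change of -1.14 (standard error 0.14, edgeR adjusted p = 0.0079), and the groups did not overlap (exact permutation test, p = 0.0179). With each mouse left out in turn, its log2 fold change stayed between -1.25 and -1.08 and it remained a DEG in all fits but those without WT EtOH replicate 1 (-1.08) or replicate 3. It was lower in fat-1 mice on both diets: the 9 fat-1 mice had 31.2 to 54.9 CPM and the 7 WT mice 66.4 to 85.2 CPM. It was the 1 DEG in the mean effect of the genotype over both diets (log2 fold change -0.98, standard error 0.10, edgeR adjusted p = 7.0e-04). Of its read-length windows, 2.05% also occur in another gene. The other 5 tested genes of these clusters, Ptk6, Socs3, Nos2, Fgf15 and Pla2g4c, were lower in fat-1 EtOH mice. They had log2 fold changes of -1.08, -1.42, -1.52, -2.77 and -2.79, and without WT EtOH replicate 2 those of Ptk6 and Socs3 were -0.49 and -0.89. Of these genes none was a DEG (edgeR adjusted p = 0.757 for each). Of the 6 genes, 3 had an unadjusted p-value under 0.05 and 1 passed when adjusted over the list alone. Pla2g4c had 1339 CPM in WT EtOH replicate 1, against 84.4 and 103 CPM in replicates 2 and 3, and its log2 fold change was -0.35 without that mouse. The immunoglobulin genes were not analysed.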

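The paper names 16 genes for the clusters upregulated in fat-1 EtOH compared to WT EtOH mice, from glycoproteins (St3gal3, St6galnac6 and Ces1d) to tissue homeostasis (Plet1 and Nov). All 14 that were tested were higher in fat-1 EtOH mice, with log2 fold changes from 1.18 (Tst) to 5.80 (Ccn3) and a median of 1.99. None was a DEG over all genes, 2 passed when adjusted over the list alone and 7 had an unadjusted p-value under 0.05. Tst (ENSMUSG00000044986, chromosome 15 from 78399556 to 78405907) had 103 ± 93.3 CPM (SD, n = 5) in fat-1 EtOH and 45.4 ± 23.1 CPM (SD, n = 3) in WT EtOH mice (standard error 0.66, log2 fold change 0.70 without fat-1 EtOH replicate 4, edgeR adjusted p = 0.757). Of the 14 genes, 3 had an unadjusted p-value under 0.05 in the interaction of genotype and diet.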

Pathway clusters upregulated in *fat-1* EtOH vs WT EtOH mice included glycoproteins (*St3gal3, St6galnac6, Ces1d*), lipid metabolism (*Acaa1b, Cyp2c65, Acacb*), cysteine-methionine metabolism (*Tst, Cbs*), tryptophan metabolism (*Tph1*), sugar metabolism (*Hk1, Akr1b8*), immune response (*Cd209b, Ighv1-85),* glutamate receptor (*Grin3a*), and tissue homeostasis (*Plet1, Nov*) (Fig. 5d).

**Figure 5:**
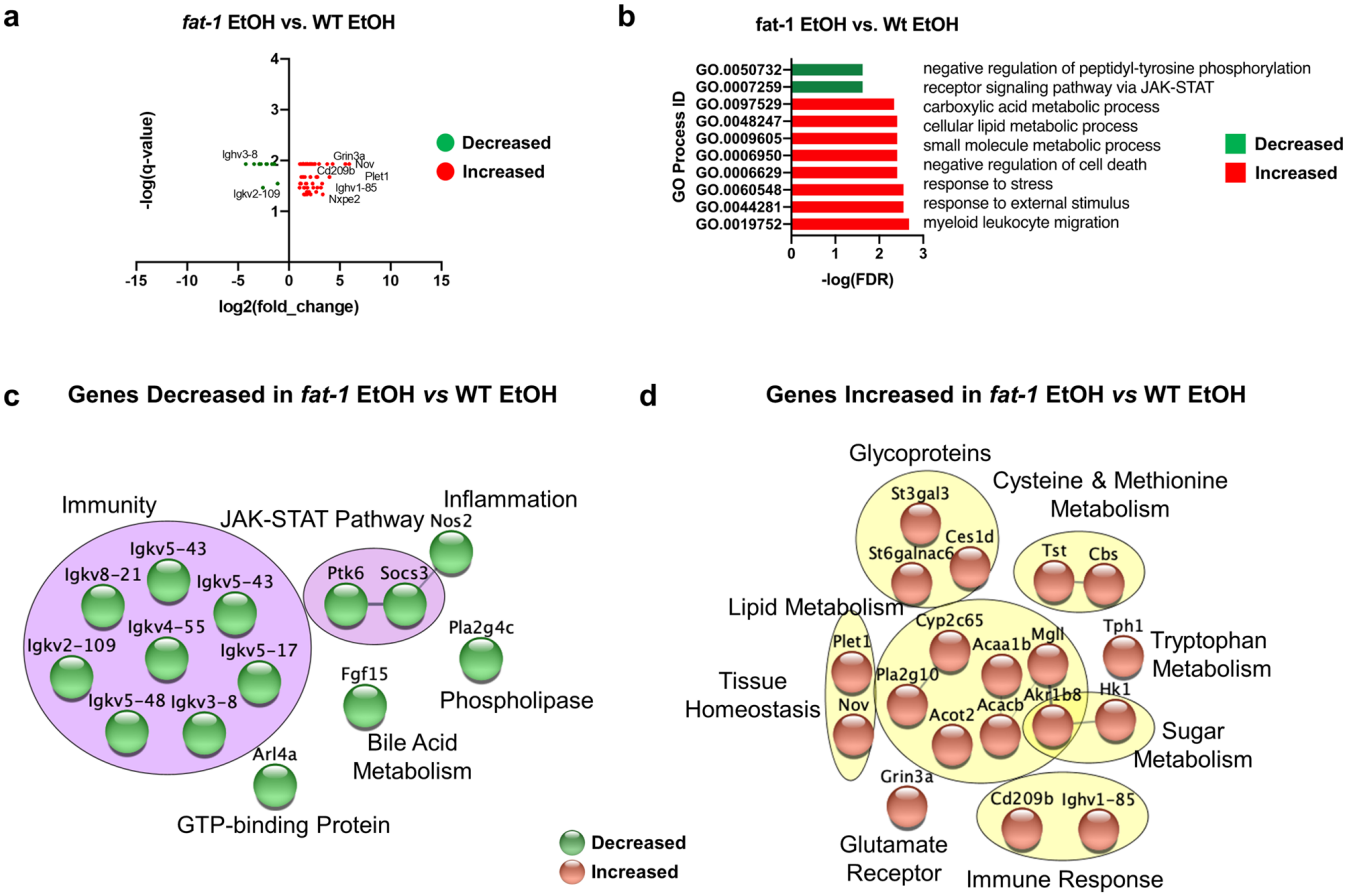
Differential transcriptional responses in *fat-1* EtOH vs WT EtOH mice. (**a**) Volcano plot analysis of significant genes from the *fat-1* EtOH vs WT EtOH comparison plotted as log_2_(fold change) vs. log(p-value) for individual genes. (**b**) GO Process analysis representative of genes decreased in expression (green) and genes increased in expression (red) from the *fat-1* EtOH vs WT EtOH comparison. (**c**) Gene cluster analysis of genes decreased in the *fat-1* EtOH vs WT EtOH comparison (purple circles, green nodes). (**d**) Gene cluster analysis of genes increased in the *fat-1* EtOH vs WT EtOH comparison (yellow circles, copper nodes). Significant DEGs that met a two-fold change threshold were used for the analyses in (**a**–**d**). n = 3–5 mice per group.

### Targeted analysis of selected intestinal metabolic pathways relevant to diet and EtOH-mediated alterations of gut homeostasis and overall well-being

#### Effects of EtOH on the expression of free fatty acid receptors in WT and *fat-1* mice

Nutrient sensing in the gut epithelium is fundamental for intestinal health. Since dietary fatty acids (FAs) can impact intestinal homeostasis, and n3 and n6 PUFAs act as signaling molecules, we were interested in evaluating the expression of receptors recognizing these molecules, including the FFAR and PPAR families. 

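In WT PF mice (n = 4), Ppard, the gene of PPARβ/δ, had 200.4 ± 38.9 CPM (SD), the highest value among the 8 fatty acid receptor genes. Cd36 had 68.5 ± 20.9 CPM, Ppara 19.9 ± 4.2 CPM and Pparg 9.7 ± 1.28 CPM (SD). Divided by the length of its exons, Ppard kept the first rank, with 26.7 ± 5.18 CPM per kilobase (SD).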

We observed that *Pparβ/δ* was the most abundantly expressed among all FA receptors (Fig. 6a). 

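Among the Ffar genes in WT PF mice (n = 4), Ffar4 had 8.44 ± 2.63 CPM, Ffar2 5.18 ± 0.884 CPM, Ffar1 2.47 ± 0.759 CPM and Ffar3 1.03 ± 0.443 CPM (SD). Per kilobase of exon, the values were 6.02 ± 1.88, 1.85 ± 0.317, 0.592 ± 0.182 and 0.559 ± 0.24 CPM (SD), so that Ffar4 was the highest on both scales.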

*Ffar4*, which recognizes MCFAs and LCFAs^15,16^, had the highest expression among the FFARs in the intestinal mucosa (Fig. 6a). 

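Between fat-1 PF and WT PF mice, none of the 8 fatty acid receptor genes was a DEG, and 0 had an unadjusted p-value under 0.05. Their log2 fold changes ran from -0.54 (Ffar4) to 0.94 (Cd36), and the smallest edgeR adjusted p-value was 0.507.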

There were no evident differences in FA receptors between WT PF and *fat-1* PF mice. 

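Ffar2 (ENSMUSG00000051314, chromosome 7 from 30818348 to 30823775) had 4.37, 4.85, 22.6, 21.1 and 7.1 CPM in fat-1 EtOH replicates 1 to 5 and 4.78 ± 0.459 CPM (SD, n = 4) in fat-1 PF mice, a log2 fold change of 1.33 (standard error 0.44, edgeR adjusted p = 0.0297). Ffar4 (ENSMUSG00000054200, chromosome 19 from 38097071 to 38114263) had 10.9, 6.55, 37.6, 22.4 and 8.47 CPM and 5.82 ± 4.8 CPM (SD, n = 4), a log2 fold change of 1.57 (standard error 0.56, edgeR adjusted p = 0.0407). The groups overlapped for both (exact permutation test, p = 0.19 for Ffar2 and 0.0794 for Ffar4), and the calls rested on single mice. With each mouse left out in turn, Ffar2 lost its call in 6 of 16 fits and Ffar4 in 8, with log2 fold changes of 0.98 and 1.07 without replicate 3. In WT mice, the log2 fold changes were 0.04 (standard error 0.50) and 0.15 (standard error 0.61), and both changed sign in 2 of the 16 fits (-0.08 without WT EtOH replicate 1 for Ffar2 and -0.03 without replicate 2 for Ffar4). The difference between the genotypes did not pass for either gene (edgeR adjusted p = 0.596 and 0.611 in the interaction). Pparg (ENSMUSG00000000440, chromosome 6 from 115360951 to 115490399) had 19.7 ± 15.4 CPM (SD, n = 3) in WT EtOH and 9.7 ± 1.28 CPM (SD, n = 4) in WT PF mice, a log2 fold change of 1.01 (standard error 0.74, edgeR adjusted p = 0.555) that was 0.15 without WT EtOH replicate 2. In fat-1 mice, Pparg had 6.94, 11.1, 70.0, 59.4 and 17.4 CPM with EtOH and 15.1 ± 8.49 CPM (SD, n = 4) in PF mice, a log2 fold change of 1.13 (standard error 0.66, edgeR adjusted p = 0.188), and it was 0.67 without replicate 3. With limma voom and sample quality weights it was -0.17. Of the 8 genes, 0 passed in fat-1 mice when adjusted over the list alone.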

EtOH administration resulted in elevated levels of *Ffar2* and *Ffar4* in *fat-1* but not WT mice, and an increase in *Pparγ*, which recognizes LCFAs and LCFA metabolites, in both WT and *fat-1* EtOH-fed animals (Fig. 6b,c). 

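Cd36 (ENSMUSG00000002944, chromosome 5 from 17781690 to 17888801) had 38.8, 287, 71.9 and 129 CPM in the 4 fat-1 PF mice and 68.5 ± 20.9 CPM (SD, n = 4) in WT PF mice, a log2 fold change of 0.94 (standard error 0.55, edgeR adjusted p = 0.507), and the groups overlapped (exact permutation test, p = 0.429). Without fat-1 PF replicate 2, the log2 fold change was 0.20. Between fat-1 EtOH and WT EtOH mice, with 78.2 ± 50.0 CPM (SD, n = 5) and 64.5 ± 25.7 CPM (SD, n = 3), the log2 fold change was 0.28 (standard error 0.57, edgeR adjusted p = 0.881), and it was -0.20 without fat-1 EtOH replicate 5 and 0.597 without WT EtOH replicate 1.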

The expression of *Cd36*, which mainly recognizes LCFAs was significantly elevated in *fat-1 *vs WT PF but not EtOH-fed animals (Fig. 6d).

**Figure 6:**
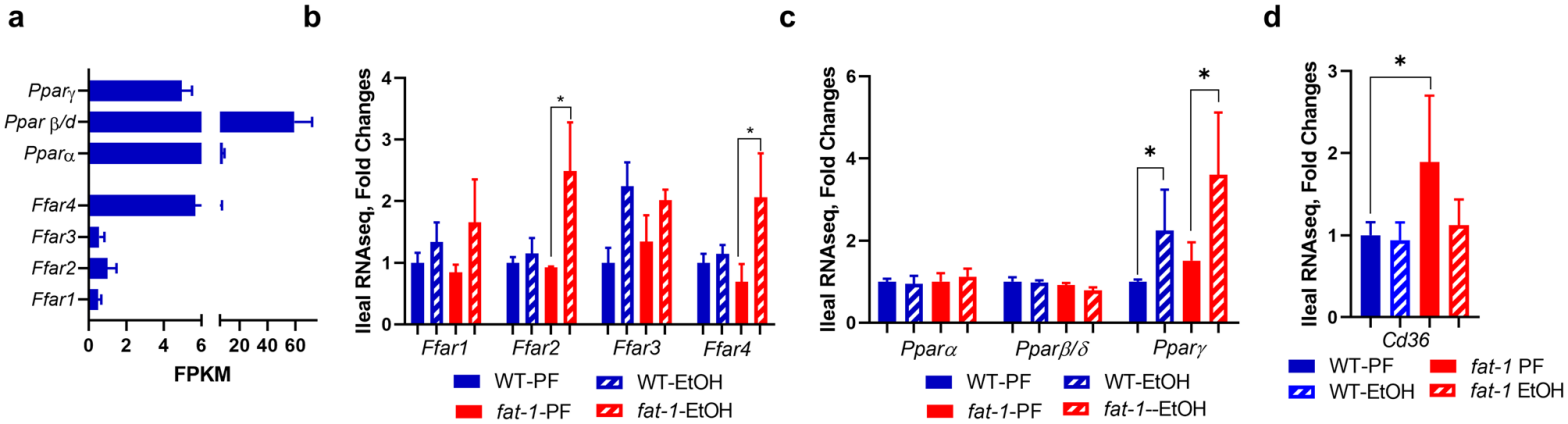
Expression of free fatty acid receptors in *fat-1 *vs WT mice. (**a**) Relative gene expression of FFA receptors (*Ppars* and *Ffars*) in ileal mucosa from WT PF mice. (**b**) Gene expression of *Ffars* in ileal mucosa among all treatment groups. (**c**) Gene expression of *Ppars* in ileal mucosa among all treatment groups. (**d**) Gene expression of *Cd36* in ileal mucosa among all treatment groups. Data are presented as mean ± SEM for FPKM (**a**) and fold changes (**b**–**d**). *p < 0.05. n = 3–5 mice per group.

#### Changes in the expression of microbial sensing genes in WT and *fat-1* mice exposed to EtOH

The intestinal epithelium expresses a range of pattern recognition receptors (PRRs) that sense and respond to a variety of microbial signals to maintain mucosal homeostasis^17^. Among the PRRs, toll-like receptors (TLRs) are key players in microbe and microbial-product recognition. TLRs are also significantly involved in host defense and tissue repair responses^18^, and play a critical role in EtOH-mediated immune response^19^. In addition, saturated and unsaturated FAs may exert their effects via activation of TLRs like TLR2 and TLR4^20^. In our study, we observed that *Tlr3* was the highest expressed TLR in the intestinal mucosa, followed by *Tlr1* and *Tlr12* (Fig. 7a). 

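In WT PF mice (n = 4), Tlr3 had 35.9 ± 3.45 CPM, Tlr1 10.5 ± 1.29 CPM and Tlr12 7.51 ± 1.4 CPM (SD), and the other Tlr genes had at most 2.76 CPM (Tlr4). Per kilobase of exon, Tlr3, Tlr1 and Tlr12 kept these ranks, with 6.89 ± 0.662, 3.13 ± 0.385 and 2.36 ± 0.441 CPM (SD). Of the read-length windows of Tlr1, 11.5% also occur in another gene, Tlr6.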

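Tlr1 (ENSMUSG00000044827, chromosome 5 from 64924679 to 64933563) had 21.1 ± 5.49 CPM (SD, n = 3) in WT EtOH and 10.5 ± 1.29 CPM (SD, n = 4) in WT PF mice, a log2 fold change of 1.01 (standard error 0.40, edgeR adjusted p = 0.283), and each WT EtOH mouse lay above each WT PF mouse (exact permutation test, p = 0.0286, the smallest p that 3 mice against 4 allow). Among fat-1 mice, Tlr1 had 33.8 ± 18.2 CPM (SD, n = 5) with EtOH and 8.09 ± 2.07 CPM (SD, n = 4) in PF mice, a log2 fold change of 2.06 (standard error 0.37, edgeR adjusted p = 0.0012). Tlr2 (ENSMUSG00000027995, chromosome 3 from 83836272 to 83841767) had 7.26 ± 5.54 CPM (SD, n = 3) and 2.4 ± 0.56 CPM (SD, n = 4) in WT mice (log2 fold change 1.58, or 0.76 without WT EtOH replicate 2, standard error 0.97, edgeR adjusted p = 0.472). In fat-1 EtOH replicates 1 to 5, Tlr2 had 2.76, 3.4, 53.1, 51.3 and 4.79 CPM, against 2.37 ± 1.02 CPM (SD, n = 4) in fat-1 PF mice (log2 fold change 3.27, standard error 0.93, edgeR adjusted p = 0.0139). Tlr4 had 4.37, 2.64, 20.9, 13.8 and 6.5 CPM in these 5 mice and 1.87 ± 0.9 CPM (SD, n = 4) in fat-1 PF mice (log2 fold change 2.36, edgeR adjusted p = 0.0062), and Tlr5 had 2.38, 1.62, 16.3, 15.4 and 2.74 CPM and 0.591 ± 0.236 CPM (SD, n = 4) (log2 fold change 3.67, edgeR adjusted p = 0.0026). Tlr2 and Tlr4 did not pass in fat-1 mice with limma voom and sample quality weights (limma adjusted p = 0.321 and 0.057). In WT mice, the log2 fold changes of Tlr4 and Tlr5 were 0.89 and 1.03 (edgeR adjusted p = 0.517 and 0.568). The interaction of genotype and diet did not pass for any of the 4 genes (edgeR adjusted p at least 0.595), and its unadjusted p-value was smallest for Tlr5 (0.031). Adjusted over the list alone, 5 of the 11 Tlr genes tested passed in fat-1 mice and 1 in WT mice.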

Further, there was a significant increase in *Tlr1* and *Tlr2* expression in both *fat-1* and WT EtOH-fed mice compared to control PF animals, while *Tlr4* and *Tlr5* were significantly up-regulated by EtOH only in *fat-1* mice. Interestingly, the expression of *Tlr2* and *Tlr5* were significantly higher in *fat-1* EtOH compared to WT EtOH (Fig. 7b). 

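Between fat-1 EtOH and WT EtOH mice, the log2 fold changes of Tlr2 and Tlr5 were 1.68 (standard error 0.92, edgeR adjusted p = 0.757) and 1.85 (standard error 0.72, edgeR adjusted p = 0.757), and their unadjusted p-values were 0.0889 and 0.0215. The log2 fold change of Tlr2 was 2.49 without WT EtOH replicate 2, and 1.1004 without fat-1 EtOH replicate 3. WT EtOH mice had 3.76 to 13.6 CPM of Tlr2 and 1.97 to 2.31 CPM of Tlr5. Fat-1 EtOH replicates 3 and 4 lay above all of them. For both genes at least 1 of replicates 1, 2 and 5 lay within or below their range, so that the groups overlapped (exact permutation test, p = 0.607 for Tlr2 and 0.268 for Tlr5, where 5 mice against 3 allow no p below 0.0179).

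**Figure D5:**
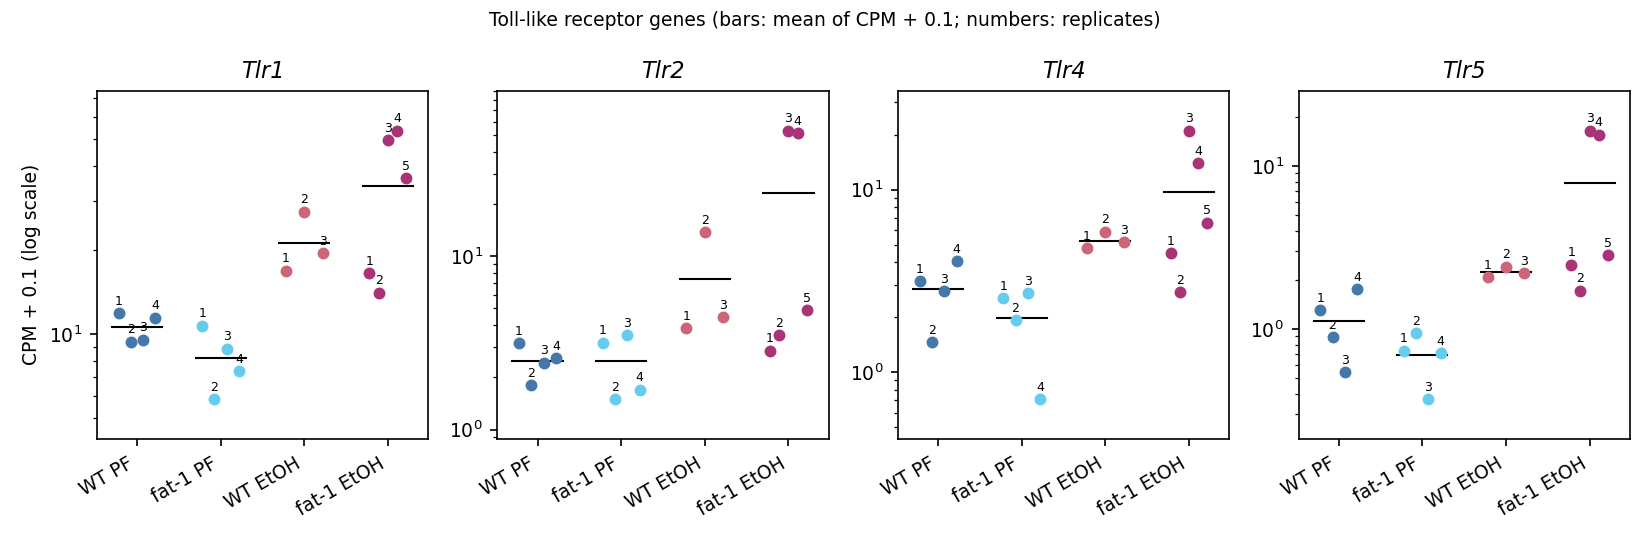
CPM + 0.1 on a log axis of Tlr1, Tlr2, Tlr4 and Tlr5 in the 4 groups, with 1 point per mouse labelled with its replicate number and a bar for the mean of each group. In the fat-1 EtOH group, replicates 3 and 4 have the highest value of each gene, 53.1 and 51.3 CPM for Tlr2.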

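Tlr12 (ENSMUSG00000062545, chromosome 4 from 128615443 to 128618619) had 4.77 ± 3.01 CPM (SD, n = 5) in fat-1 EtOH and 9.97 ± 3.8 CPM (SD, n = 4) in fat-1 PF mice, a log2 fold change of -1.06 (standard error 0.43), with an edgeR adjusted p of 0.0673 and overlapping groups (exact permutation test, p = 0.119). Tlr12 was a DEG without fat-1 EtOH replicate 1 (log2 fold change -1.28) or replicate 5 (-1.26). In WT mice Tlr12 also fell, by 0.72 on the log2 scale (standard error 0.51, edgeR adjusted p = 0.539), and the WT EtOH and WT PF mice did not overlap. With edgeR on the WT mice alone, Tlr12 was a DEG (edgeR adjusted p = 0.0447). The difference between the genotypes was -0.34 (standard error 0.66, edgeR adjusted p = 0.865 in the interaction).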

*Tlr12* was the only family member decreased by EtOH in *fat-1* mice (Fig. 7c). There were no significant differences between any experimental groups in the expression of other *Tlrs* or other PRR families, *e.g.,* nucleotide-binding oligomerization domain-like receptors (*Nlrs*, data not shown).

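Of the 28 genes of the Nod-like receptor family, 14 had enough counts to be tested. Nod1 and Naip1 were DEGs in fat-1 mice with EtOH, with log2 fold changes of 0.75 (standard error 0.23, edgeR adjusted p = 0.0215) and 0.77 (standard error 0.23, edgeR adjusted p = 0.0187), and the same 2 genes passed when adjusted over the list alone. In the other 3 comparisons and in the interaction, no Nod-like receptor gene was a DEG. At an unadjusted p-value under 0.05, 2 differed between the PF groups, 0 with EtOH in WT mice, 1 between the EtOH groups and 0 in the interaction. Tlr3 also rose with EtOH in fat-1 mice, to 44.3 ± 4.05 CPM (SD, n = 5) from 33.6 ± 1.11 CPM (SD, n = 4), a log2 fold change of 0.40 (standard error 0.09, edgeR adjusted p = 0.003), and the groups did not overlap (exact permutation test, p = 0.0079). The log2 fold changes of Tlr6, Tlr7, Tlr9, Tlr11 and Tlr13 had edgeR adjusted p-values of at least 0.299 in fat-1 mice, and Tlr8 had too few counts to be tested.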

**Figure 7:**
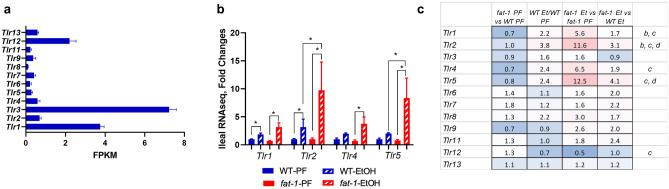
Changes in the expression of microbial sensing genes in WT and *fat-1* mice exposed to EtOH. (**a**) Relative gene expression of *Tlr* genes in ileal mucosa from WT PF mice. Data are presented as mean ± SEM for FPKM. (**b**) Gene expression of *Tlr* genes in ileal mucosa from all treatment groups. Data are expressed as fold changes vs WT PF set as 1, * p < 0.05. (**c**) Heatmap analysis of ileal mucosa *Tlr* genes across multiple comparisons. Data are expressed as fold changes for indicated groups. Significance for the *fat-1* PF vs WT PF comparison is denoted by (**a**), for the WT EtOH vs WT PF (**b**), for *fat-1* EtOH vs* fat-1* PF (**c**), and for *fat-1* EtOH vs WT EtOH (**d**). n = 3–5 mice per group.

#### Impact of EtOH on the intestinal genes involved in the adenosine signaling pathway in WT and *fat-1* mice

Adenosine signaling is recognized as an important endogenous anti-inflammatory pathway in various diseases, including intestinal injury and inflammation^21,22^. Adenosine triphosphate (ATP) is released by stressed, apoptotic, and necrotic intestinal epithelial cells (IECs) as well as bacteria during inflammation^23^. ATP is converted to adenosine by cell surface ectonucleotidases ectonucleoside triphosphate diphosphohydrolase-1 (CD39) and ecto-5′ nucleotidase (CD73). Adenosine signals via several receptors and is inactivated by equilibrative nucleoside transporters (ENTs) or by adenosine deaminase (ADA)^24^ (Fig. 8a). RNAseq analysis in our study revealed no significant differences in *Cd39* due to EtOH consumption or genotype, while *Cd73* was significantly down-regulated by EtOH in both WT and *fat-1* mice (although the expression was not different between the *fat-1*-EtOH and WT EtOH groups) (Fig. 8b). 

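Entpd1, the gene of CD39 (ENSMUSG00000048120, chromosome 19 from 40612366 to 40741602), had 11.3 ± 2.94 CPM (SD, n = 3) in WT EtOH and 11.9 ± 3.16 CPM (SD, n = 4) in WT PF mice, a log2 fold change of -0.07 (standard error 0.30, edgeR adjusted p = 0.94), which changed sign without WT PF replicate 4 (0.10) or WT EtOH replicate 2 (0.13). In fat-1 mice, Entpd1 had 11.8 ± 4.34 CPM (SD, n = 5) with EtOH and 10.3 ± 1.13 CPM (SD, n = 4) in PF mice (log2 fold change 0.19, or 0.0499 without replicate 5 and 0.367 without replicate 4 of the fat-1 EtOH mice, standard error 0.27, edgeR adjusted p = 0.589). Nt5e, the gene of CD73 (ENSMUSG00000032420, chromosome 9 from 88327197 to 88372092), had 26.7 ± 14.7 CPM (SD, n = 5) in fat-1 EtOH and 99.2 ± 31.8 CPM (SD, n = 4) in fat-1 PF mice, a log2 fold change of -1.90 (standard error 0.46, edgeR adjusted p = 0.0061), without overlap (exact permutation test, p = 0.0159). In WT mice it had 38.4 ± 14.3 CPM (SD, n = 3) with EtOH and 131 ± 59.8 CPM (SD, n = 4) in PF mice, a log2 fold change of -1.76 (standard error 0.54, edgeR adjusted p = 0.195, unadjusted p-value 0.0057). Between fat-1 EtOH and WT EtOH mice the log2 fold change of Nt5e was -0.53 (standard error 0.49, edgeR adjusted p = 0.766), or -0.20 without WT EtOH replicate 1.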

Further, *A2bR*, a predominant adenosine receptor expressed in IECs^21,25^, was also significantly down-regulated by EtOH in both genotypes. 

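Adora2b, the gene of A2bR (ENSMUSG00000018500, chromosome 11 from 62248984 to 62266453), had 0.509 ± 0.296 CPM (SD, n = 3) in WT EtOH and 5.12 ± 3.66 CPM (SD, n = 4) in WT PF mice, a log2 fold change of -3.33 (standard error 1.198, edgeR adjusted p = 0.246, unadjusted p-value 0.0145), and the groups overlapped (exact permutation test, p = 0.114). In fat-1 mice it had 1.21 ± 1.3 CPM (SD, n = 5) with EtOH and 15.3 ± 13.1 CPM (SD, n = 4) in PF mice, a log2 fold change of -3.64 (standard error 0.89, edgeR adjusted p = 0.0065), and every fat-1 EtOH mouse lay below every fat-1 PF mouse (exact permutation test, p = 0.0159).

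**Figure D6:**
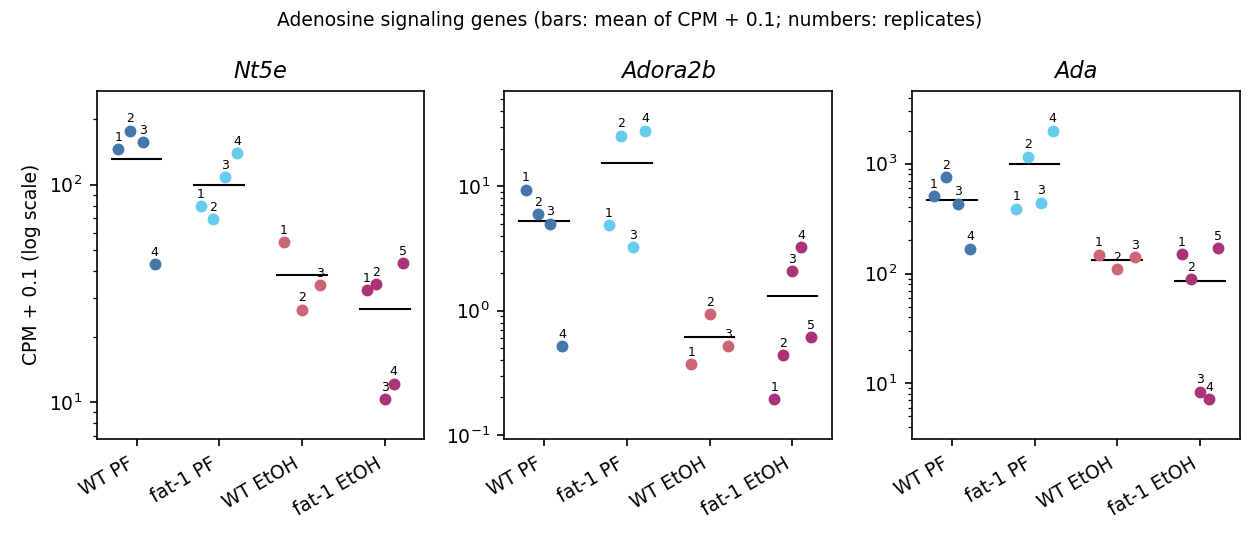
CPM + 0.1 on a log axis of Nt5e (CD73), Adora2b (A2bR) and Ada in the 4 groups, with 1 point per mouse labelled with its replicate number and a bar for the mean of each group. In fat-1 mice, every EtOH-fed mouse lies below every PF mouse for the 3 genes.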

Interestingly, *A2bR* expression was markedly higher in *fat-1* vs WT PF but not EtOH-fed animals (Fig. 8b). 

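Between fat-1 PF and WT PF mice, the log2 fold change of Adora2b was 1.58 (standard error 0.87, edgeR adjusted p = 0.481, unadjusted p-value 0.092). The 4 fat-1 PF mice had 4.77, 25.4, 3.14 and 27.9 CPM, and the 4 WT PF mice had 0.416 to 9.29 CPM, so that the difference did not exceed the spread between mice (exact permutation test, p = 0.286). Between fat-1 EtOH and WT EtOH mice it was 1.26 (standard error 1.201, edgeR adjusted p = 0.766), or 0.56 without fat-1 EtOH replicate 4 and -0.21 with limma voom and sample quality weights.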

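Slc29a1, the gene of ENT1 (ENSMUSG00000023942, chromosome 17 from 45585200 to 45599606), had 31.4 ± 2.32 CPM (SD, n = 5) in fat-1 EtOH and 24.4 ± 2.94 CPM (SD, n = 4) in fat-1 PF mice, a log2 fold change of 0.36 (standard error 0.11, edgeR adjusted p = 0.0161), and every fat-1 EtOH mouse lay above every fat-1 PF mouse (exact permutation test, p = 0.0159). In WT mice the log2 fold change was 0.14 (0.04698 without WT EtOH replicate 1 and 0.2195 without replicate 2, standard error 0.12, edgeR adjusted p = 0.609), and the interaction did not pass (edgeR adjusted p = 0.656). Of its read-length windows, 5.98% also occur in another gene. Slc29a2, the gene of ENT2 (ENSMUSG00000024891, chromosome 19 from 5023860 to 5031972), had log2 fold changes of -0.07 in fat-1 (edgeR adjusted p = 0.878) and -0.41 in WT mice (edgeR adjusted p = 0.629), and that in fat-1 mice changed sign without fat-1 EtOH replicate 2 (0.13) or replicate 5 (0.01). Neither gene was a DEG between the genotypes on either diet.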

There were no noticeable changes in the levels of *Ent1* and *Ent2* in response to EtOH administration or genotype (Fig. 8c). *Ada* expression was significantly increased in *fat-1* PF vs WT PF mice but was down-regulated by EtOH in both genotypes (Fig. 8c). 

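Ada (ENSMUSG00000017697, chromosome 2 from 163726584 to 163750239) had 996 ± 752 CPM (SD, n = 4) in fat-1 PF and 466 ± 242 CPM (SD, n = 4) in WT PF mice, a log2 fold change of 1.097 (standard error 0.85, edgeR adjusted p = 0.643), and the groups overlapped (exact permutation test, p = 0.257). The values of the 4 fat-1 PF mice were 389.5, 1158, 442 and 1995 CPM, and without replicate 4 the log2 fold change was 0.50. With EtOH it fell to 85 ± 76.7 CPM (SD, n = 5) in fat-1 mice, a log2 fold change of -3.55 (standard error 0.85, edgeR adjusted p = 0.0058), and to 133 ± 20.0 CPM (SD, n = 3) in WT mice, a log2 fold change of -1.81 (standard error 0.96, edgeR adjusted p = 0.409). In both genotypes, every EtOH-fed mouse lay below every PF mouse (exact permutation test, p = 0.0159 and 0.0571).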

Overall, our results suggest that n3 PUFAs may enhance adenosine signaling initiating an anti-inflammatory signaling cascade in response to EtOH.

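Of the 16 genes of adenosine production, sensing, transport and inactivation, 15 were tested. In fat-1 mice with EtOH, 8 were DEGs: Entpd2, Entpd7, Entpd8, Enpp3, Nt5e, Adora2b and Ada were lower and Slc29a1 was higher. In WT mice none was a DEG over all genes, 4 had an unadjusted p-value under 0.05 and 2 passed when adjusted over the list alone. Between fat-1 PF and WT PF mice and between fat-1 EtOH and WT EtOH mice none was a DEG, with 2 and 0 at an unadjusted p-value under 0.05. The response to EtOH of none of the 15 genes differed between the genotypes in the interaction (smallest edgeR adjusted p = 0.595, 1 at an unadjusted p-value under 0.05).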

**Figure 8:**
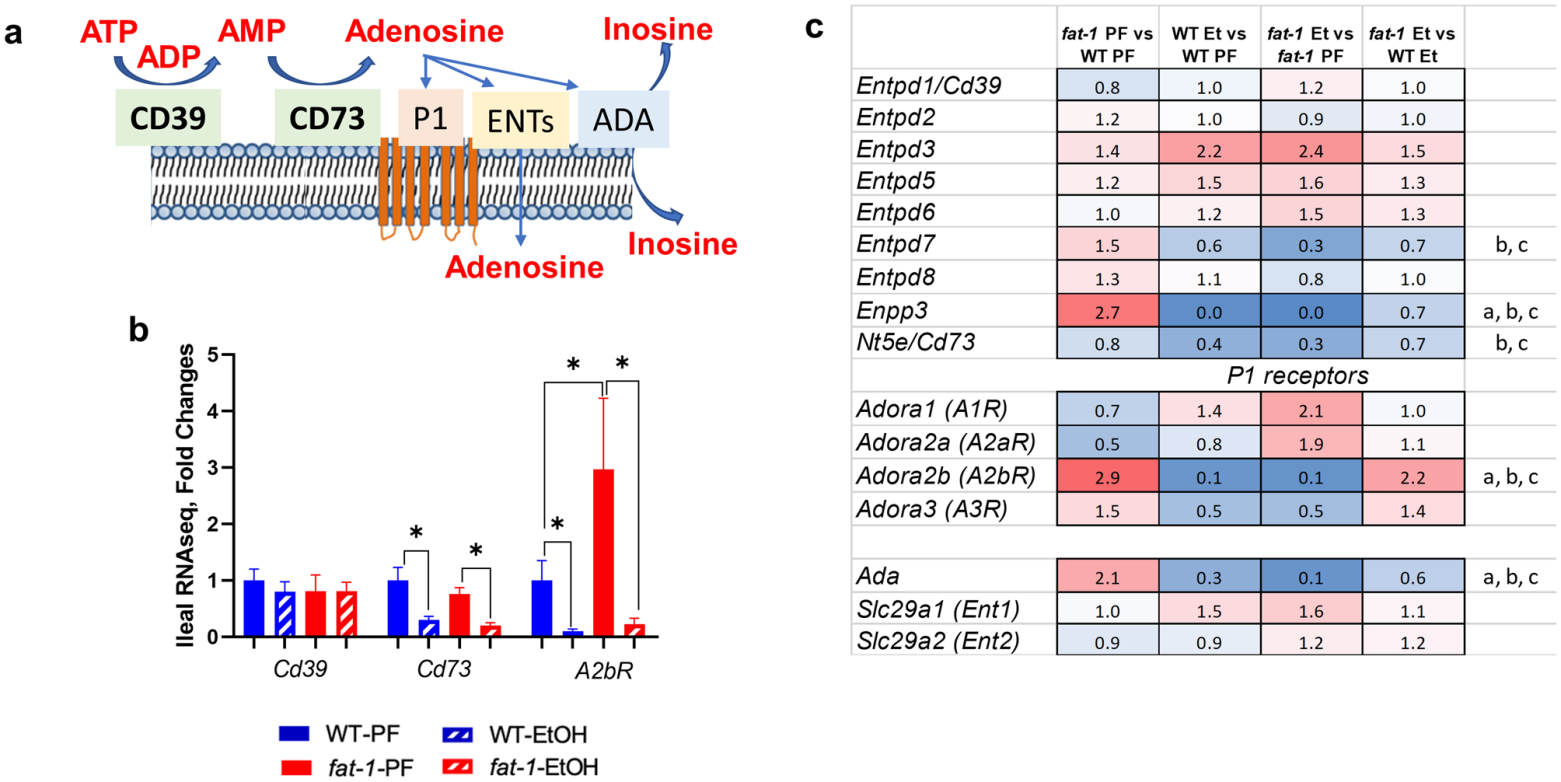
Effects of EtOH on the expression of intestinal genes involved in adenosine signaling in WT and *fat-1* mice. (**a**) Schematic of the adenosine signaling pathway. (**b**) Gene expression of *Cd39*, *Cd73*, and *A2bR* in ileal mucosa from all treatment groups. Data are expressed as fold changes vs WT PF set as 1, *p < 0.05. (**c**) Heatmap analysis of adenosine signaling genes in ileal mucosa across multiple comparisons. Data are expressed as fold changes for indicated groups. Significance for the *fat-1* PF vs WT PF comparison is denoted by (**a**), for the WT EtOH vs WT PF (**b**), for *fat-1* EtOH vs *fat-1* PF (**c**), and for *fat-1* EtOH vs WT EtOH (**d**). n = 3–5 mice per group.

## Discussion

EtOH consumption can negatively affect intestinal health by altering intestinal homeostasis, gut microbiota, and gut barrier integrity, leading to enhanced translocation of bacteria and bacterial products which affect multiple host organs^9,26^. It has been shown that different types of dietary fats can modulate intestinal responses to chronic EtOH administration in mice^10,13^. However, the molecular mechanisms underlying these responses are not well understood. In this study we examined global intestinal transcriptome responses to chronic EtOH exposure and to increased endogenous n3 PUFA levels using WT and transgenic *fat-1* mice which endogenously biosynthesize n3 PUFAs from n6 PUFAs. We observed that WT and *fat-1* mice had both similarities and differences in intestinal transcriptional responses to EtOH suggesting that there were some conserved and unique mechanisms associated with EtOH exposure. The most prominently diminished gene caused by EtOH consumption in both genotypes was *Lct* (which was down-regulated more than 1500-fold). *Lct* is the gene encoding lactase, a digestive enzyme involved in lactose breakdown. Reduced lactase activity has been reported in humans (specifically those who drink alcohol)^27^ and in experimental animals (e.g. in rats after 3 months of EtOH consumption) likely due to direct effects of EtOH and its metabolites on the intestinal mucosa^28^. EtOH consumption also led to a pronounced down-regulation of a wide range of genes encoding drug- and xenobiotic-metabolizing enzymes (*e.g., Cyp2b10*, *Ugt2a3,* and the nuclear receptor *Car* [which regulates these genes]) in both WT and *fat-1* mice. However, it should be also noted that *Cyp2d34*, another member of cytochrome P450 family, was the most up-regulated gene in both WT and *fat-1* mice, demonstrating that EtOH significantly altered the intestinal biotransformation gene networks regardless of genotype. Among other genes that were elevated in both genotypes in response to EtOH were genes of the homeobox (*Hoxb)* family. *Hoxb* genes are transcription factors that are involved in various aspects of development and tissue regeneration, including patterning of the GI tract and differentiation of the epithelium^29^. The significance of the EtOH-induced up-regulation of *Hoxb* genes is not clear, but it may be an adaptive response to the damaging effects of EtOH on gut morphology and needs to be investigated further.

We identified gene expression patterns exclusively changed in WT or *fat-1* mice in response to EtOH challenge. There were 309 genes altered by EtOH exclusively in WT but not in *fat-1* mice. One such gene is *Fabp1* (~ 70-fold decrease in WT EtOH vs WT PF mice). *Fabp1* encodes fatty acid-binding protein 1, which is essential for proper lipid metabolism in differentiated enterocytes, and is required for enterocyte proliferation^30^, suggesting that downregulation of this gene may contribute to EtOH-induced alterations in intestinal homeostasis. We further observed that WT but not *fat-1* mice subjected to EtOH feeding exhibited reduced expression of innate immunity genes in the intestine, including *Slpi* and *Lcn2*. Intestinal SLPI has antibacterial^31^ and anti-inflammatory^32^ functions. SLPI administration has been shown to be more effective than IL-10 and TGF-β at preventing intestinal inflammation in a colitis animal model^32^. LCN2 acts on intestinal macrophages to promote bacterial clearance leading to resolution of intestinal inflammation in colitis^33^. The host response to gut bacteria is critical, and tuft cells play an important role in that process. During bacterial infection, tuft cells proliferate to elicit a pro-inflammatory response^34^. Interestingly, the expression of tuft cell markers *Sucnr1* and *Dclk* were elevated due to EtOH in WT but not *fat-1* mice. Tuft cells are also chemosensory cells that coordinate immune responses to gut derived bacteria and bacterial products^35^. Tuft cell *Sucnr1* is activated by bacterial succinate and elicits a type-2 inflammatory response in the intestine^34^. Since the expression of *Sucnr1* was increased in response to EtOH in WT but not in *fat-1* mice, the type-2 inflammatory response is likely reduced in *fat-1* mice.

One of the important observations from the current study was that *fat-1* mice exhibited greater transcriptional plasticity in response to EtOH in the intestinal mucosa. Transcriptional plasticity is considered a beneficial, adaptive response to stress^36^. Indeed, *fat-1* EtOH-fed mice had 2107 DEGs relative to *fat-1* PF mice in contrast to only 1144 DEGs observed for the WT EtOH vs WT PF mice. These diverse transcriptomic responses to EtOH in the intestines of *fat-1* mice may explain the greater protection against EtOH-induced intestinal alterations, as previously reported^14^. Of note, there were 1272 DEGs exclusively changed in *fat-1* EtOH vs *fat-1* PF mice, including down-regulation of several genes involved in cell death and cytokine signaling and up-regulation of genes involved in defense response, xenobiotic metabolism, and PPAR signaling. Of particular interest, there were several transcripts encoding pyroptosis mediators, such as *Gsdmd* and *Il18,* that were decreased in *fat-1* EtOH vs* fat-1* PF mice but not in WT EtOH vs WT PF mice. Pyroptosis is a pro-inflammatory form of cell death that has been implicated in alcoholic-liver disease^37^, but not yet in alcohol-associated gut pathology. n3 PUFAs are precursors for specialized pro-resolving mediators (SPMs, *e.g.* RvD1, RvE1)^38^. Increased tissue n3 PUFA levels in *fat-1* mice may lead to an increased pool of these SPMs^39^, which in turn may decrease the expression of pyroptosis genes in the intestinal mucosa as part of SPM-mediated resolution of inflammation. Previously, RvD1 treatment was shown to reduce pro-inflammatory cytokine levels in the ileum^14^. *Fat-1* EtOH but not WT EtOH-fed mice also exhibited diminished expression of several genes encoding pro-inflammatory cytokines and chemokines that were previously implicated in multiple intestinal pathologies, including *Cxcl16*^40^, *Il15*^41^, and *Ccl20*^42^, suggesting that n3 PUFA enrichment may dampen the intestinal inflammatory response to EtOH.

We further identified a set of genes that were differentially regulated between *fat-1* EtOH and WT EtOH-fed animals. Of interest, the expression of *Socs3* and *Ptk6* was downregulated in *fat-1* EtOH mice relative to WT EtOH mice. Diminished expression of *Socs3* is anti-inflammatory in Crohn’s disease^43^ and loss of *Ptk6* expression enhances intestinal integrity^44^. Also, many immunoglobin genes (*Igkv5-43, Igkv8-21, Igkv5-55, Igkv2-109, Igkv5-48, Igkv3-8, Igkv5-17*) were downregulated in *fat-*1 EtOH relative to WT EtOH mice. The expression of genes at the *Igkv* loci determines the variable region of light chains on antibodies that bind to antigens (and therefore the specificity of antigen recognition)^45^. Decreased expression of *Igkv* genes may indicate that there are fewer antigens present in the intestine due to n3 PUFA enrichment. These results demonstrate that n3 PUFAs may negatively regulate transcription of these pro-inflammatory mediators and change the antibody repertoire after EtOH insult. In contrast, the expression of genes relating to intestinal lipid metabolism (*Acaa1b* and *Acacb*), sugar metabolism (*Hk1*, *Akr1b8*), and amino acid metabolism (*Tph1, Tst, Cbs*) were elevated in *fat-1* EtOH relative to WT EtOH-fed mice. Preservation of metabolic gene expression may be one of the benefits of n3 PUFA enrichment after EtOH consumption.

n3 and n6 PUFAs may act as signaling molecules by activating several groups of receptors, including metabolite-sensing receptors of the FFAR and PPAR families^15,16,46^. In our study, we observed EtOH-induced expression of *Ffar2 and Ffar4* in *fat-1* but not WT mice. Since FFAR2 can positively regulate production of IL-22, a beneficial cytokine for intestinal health, as well as downstream antibacterial responses^47^, and FFAR4 activation is anti-inflammatory in IECs^16^, the up-regulation of these genes in *fat-1* mice may contribute to the beneficial effects of a n3 PUFA-enriched environment in the intestine^14^. *Pparγ*, a nuclear receptor with anti-inflammatory functions in intestinal epithelial and immune cells^48^, and a critical regulatory role in mucosal defense^49^, was up-regulated by EtOH in both WT and *fat-1* mice, most likely as an adaptive response to EtOH challenge.

Another interesting observation from our study was that the expression of several *Tlrs,* including *Tlr1/2/4/5* were induced by EtOH in both WT and *fat-1* mice. Moreover, *fat-1* EtOH-fed mice had significantly increased *Tlr2 and Tlr5* expression compared to WT EtOH-fed animals. Intestinal TLRs are important molecular regulators which protect the host from pathogens. They are involved in gut barrier function, tissue repair responses, and thus are critical for the maintenance of intestinal mucosal homeostasis. For example, it has been shown that activation of TLR2 enhanced intestinal epithelial barrier function and increased synthesis and release of IL-10, a critical anti-inflammatory cytokine^50^. Similarly, TLR5 activation by its agonist flagellin resulted in a transient transcription of genes encoding IL-17 and IL-22, which may be crucial for the early defenses against pathogen invasion of host tissues^51^. This would suggest that n3 PUFAs may enhance defense responses following an EtOH insult.

It is important to note that EtOH feeding differentially affected intestinal n6 and n3 PUFA levels in WT and *fat-1* mice. A significant EtOH-mediated increase in n6 PUFAs (with a trend for n3 PUFAs) was observed in WT but not in *fat-1* mice, suggesting that elevated levels of endogenous n6 PUFAs may also be responsible for EtOH-induced intestinal pathology in WT mice. This concept is supported by previous studies demonstrating that EtOH consumption and a diet enriched in n6 PUFA linoleic acid exacerbated intestinal inflammation and impaired gut barrier integrity and defense^8,10^. Elevated levels of various PUFAs after EtOH feeding in mice have been also reported in other organs such as the liver^52^. We do not have a definitive answer as to why there was an increase in n3 and n6-PUFAs in response to EtOH in our study, but it may be related to an overall disturbance in fatty acid metabolism, a hallmark of excessive alcohol consumption (*e.g.*, decreased fatty acid oxidation^53^). Likely, *fat-1* mice counteract the EtOH-mediated increase in n6-PUFAs through direct conversion to n3 PUFAs by the fat-1 desaturase enzyme.

Overall, our study provides a reference dataset of intestinal mucosa transcriptional responses to chronic EtOH exposure. These data will be instrumental in the formulation of specific hypotheses for follow-up studies potentially leading to new therapeutic interventions for intestinal pathological changes induced by EtOH. The study also demonstrated several favorable changes in the intestinal transcriptional repertoire in an n3 PUFA-enriched environment, which may ameliorate the deleterious effects of EtOH on intestinal homeostasis.

## Methods

### Study design

The study was approved by and performed in accordance with the guidelines of the University of Louisville Institutional Animal Care and Use Committee. The mice were handled and treated as previously described^14^. Male wild type (WT) C57Bl/6 mice and *fat-1* littermates on a C57BL/6 background were used for this study. The *fat-1* transgenic mouse line was obtained from Dr. J. X. Kang (Harvard Medical School) and has been described previously^54^. These mice express the n3 fatty acid desaturase gene *fat-1*, from *C. elegans*, in all tissues, leading to a direct conversion of n6 PUFAs to n3 PUFAs with a subsequent decrease in the n6/n3 PUFA ratio^54^. For the current study, the experimental mice were generated at the University of Louisville animal facility by breeding *fat-1* heterozygotes to WT C57BL/6 mice to obtain *fat-1* heterozygous and WT littermates. All mice were genotyped at weaning. Our pilot studies and reports from others^54,55^ confirmed that *fat-1* mice exhibited elevated n3 PUFA levels and decreased n6/n3 PUFA ratio in various tissues. Expression of the *fat-1* gene was validated by standard PCR (forward primer: 5′-CGGTTTCTGCGATGGATCCCAC-3′, reverse primer: 5′-CACAGGAACCGGGCAAAGAA-3′) on tail biopsies. The gene *Gdf-5* was used as a positive control (forward primer: 5′-AAGCCCTCAGTCAGTTGTGC-3′, reverse primer: 5′-AAAACCATGAAAGGAGTGGG-3′). See Supplemental Fig. S2a,b for breeding scheme and representative results of genotype conformation by PCR, respectively. The 8–10 week old male WT and *fat-1* littermates were placed on control or EtOH-containing Lieber-DeCarli liquid diets (BioServ, Flemington, NJ). The mice were fed for 6 weeks with a stepwise increase in EtOH concentration (0%, 1%, and 2% for two days each, 4% and 5% for one week each and then 6% for 3 weeks, see Supplemental Fig. S1a for experimental model). The control pair-fed mice (PF) received and consumed the same amount of isocaloric food (as determined by caloric intake with maltose dextrin substituting for EtOH) that EtOH-fed animals consumed in the previous day (pair-feeding protocol). Food consumption was recorded daily and body weights weekly. PF mice consumed the full amount of food provided each day (similar as EtOH-fed animals); the average daily food consumption by weeks is reported in Supplemental Fig. S1b. At the end of the feeding protocol, the mice were anesthetized with ketamine/xylazine (100/20 mg/kg) and euthanized by exsanguination and thoracotomy.

### Intestinal tissue isolation and RNA preparation

After euthanasia, the intestines were removed, and the ileum was excised and thoroughly flushed with PBS. An approximately 1.5 cm segment of the terminal portion of the ileum was isolated and snap-frozen in liquid nitrogen, then stored at − 80 °C. See Supplemental Fig. S3 for the location of ileal segment used for RNA isolation. Total ileum RNA was isolated using Trizol reagent (Thermo Fisher, Waltham, MA) from 3–5 mice/group followed by removal of contaminating genomic DNA by digestion with DNase I (TURBO DNA-free kit, Thermo Fisher). RNA was further purified and concentrated using the GeneJET RNA cleanup and concentration micro kit (Thermo Fisher). RNA integrity was determined by the Agilent Bioanalyzer 2100 (Agilent, Santa Clara, CA). Only RNA samples with integrity values ranging from 7 to 9 were used for RNASeq analysis.

### Intestinal tissue RNA-sequencing and bioinformatics

The transcriptome sequencing library preparation and sequencing was performed by the University of Louisville Center for Genetics in Molecular Medicine core facility using the TruSeq Stranded mRNA library prep kit (part no. 20020594). The full details for RNA Sequencing have been described previously^14^, but pertinent methodology is described below. Briefly, poly A purification and RNA fragmentation were performed on total RNA and Superscript II (Thermo-Fisher) was used to generate cDNA, with subsequent removal of the RNA template. Second strand synthesis was performed with dUTP to ensure stranded libraries, and double-stranded cDNA were purified with AMPure XP beads. 3′-Ends were adenylated, indexing adapters were ligated onto the ends, and libraries were once again purified with AMPure beads. Libraries were loaded onto an Agilent DNA 1000 chip and validated on an Agilent 2100 Bioanalyzer. Quantitation was performed with the Illumina Library Quantification Kit (Illumina Inc., San Diego, CA), ABI Prism qPCR Mix from Kapa Biosystems (Wilmington, MA). Three dilutions were tested in triplicate. Libraries were diluted to 10 nM, pooled, further diluted and denatured and analyzed on a NextSeq 500 v2 150 cycles High Output kit (cat#FC-404-2002) in a 2 × 75 bp PE.

### RNA-seq bioinformatic and statistical analysis

Analysis was conducted by the NIH-funded Kentucky Biomedical Research Infrastructure Network Bioinformatics Core. The full details for this method have been published previously^14^, but pertinent details are described below. Sequences were directly aligned to the *Mus musculus* reference genome assembly (mm10.fa) using tophat2 (version 2.0.13)^56^ guided by Ensembl build 82 mouse transcripts. To confirm expression of the *fat-1* transgene, we aligned each of the original reads to the *C. elegans* genome (ce10). A small fraction of the reads (less than 1%) mapped to *C. elegans*, as expected. We then extracted the reads from the region of the *fat-1* gene and constructed a UCSC genome browser track for these regions. Differentially expressed genes (DEGs) between experimental groups were identified using the Tuxedo suite of programs including cuffdiff2 (version 2.2.1)^57,58^. A *p*-value cutoff ≤ 0.05, *q*-value cutoff ≤ 0.05 was used to determine differential expression. The full list of significant DEGs for each comparison can be found in Supplemental Materials Excel File S1. DEGs with a cutoff of ≥ two-fold change were used for further pairwise comparisons in Volcano Plots, GO Processes, and STRING Cluster Analysis. This threshold was used to obtain a higher magnitude of differences, and to identify more robust gene expression changes and the accompanying biological processes.

Cytoscape STRING plugin was used for visualizing molecular interactions between DEGs and identifying Gene Ontology:Biological Processes (GO:BPs) and Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathways that include the DEGs^59^. Cytoscape analysis identified enriched GO:BPs (representative of DEGs increased) and diminished GO:BPs (representative of DEGs decreased) for their respective comparisons. The top ten enriched and diminished GO:BPs were reported (if 10 were identified) along with their associated false-discovery rate (FDR < 0.05). Similarly, Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) Analysis and gene clustering were conducted in CytoScape followed by KEGG Pathway enrichment (FDR < 0.05). Gene clusters and their associated KEGG Pathway were used for DEGs increased and decreased in the respective comparisons.

STRING cluster diagrams list gene clusters by biological pathways they represent. Genes with connections as determined by STRING analysis are within the same circle, and the associated process is listed near the cluster. Clusters with purple circles and green nodes were decreased for the respective comparison, while clusters with yellow circles and copper nodes were increased.

### Measurement of n3 and n6 PUFAs

Fatty acids were measured in the intestines of the same mice as used in the RNAseq analysis. The assay was conducted at the Laboratory for Lipid Medicine and Technology at Massachusetts General Hospital and Harvard University according to a well-established protocol^60^ with slight modifications. Briefly, frozen ileum segments were ground under liquid nitrogen using a mortar and pestle. The samples were then processed for lipid extraction and methylation by adding 1:1 hexane and 14% boron trifluoride/methanol and heated at 100 °C for one hour. Fatty acid methyl esters were analyzed on a fully automated 6890 N Network Gas Chromatography Instrument equipped with a flame-ionization detector (Agilent Technologies, Palo Alto, CA). Individual fatty acid concentrations were determined by retention time using a reference standard, GLC461, and quantitated by a reference to an internal standard, C13:0 FAME (Nu-Chek Prep, Elysian, MN).

## Supplementary information

Supplementary Information

Supplementary Information 2

## Data Availability

The GEO accession number for the RNAseq data reported in this paper is GSE133253. All other data generated or analyzed during this study are included in this published article and its supplementary information file.

# Supplementary material for: Transcriptional signatures of the small intestinal mucosa in response to ethanol in transgenic mice rich in endogenous n3 fatty acids
**Source:** Sci Rep. 2020 Nov 16;10:19930. doi: 10.1038/s41598-020-76959-6
**Supplement:** Supplementary file 2 — Supplementary Information 2

## **Supplemental Information**

### **Transcriptional signatures of the small intestinal mucosa in response to ethanol in transgenic mice rich in endogenous n3 fatty acids**

Josiah E. Hardesty, Jeffrey B. Warner, Ying L. Song, Eric C. Rouchka, Chih-Yu Chen, Jing X. Kang, Craig J. McClain, Dennis R. Warner, and Irina A. Kirpich

Supplemental Figures:

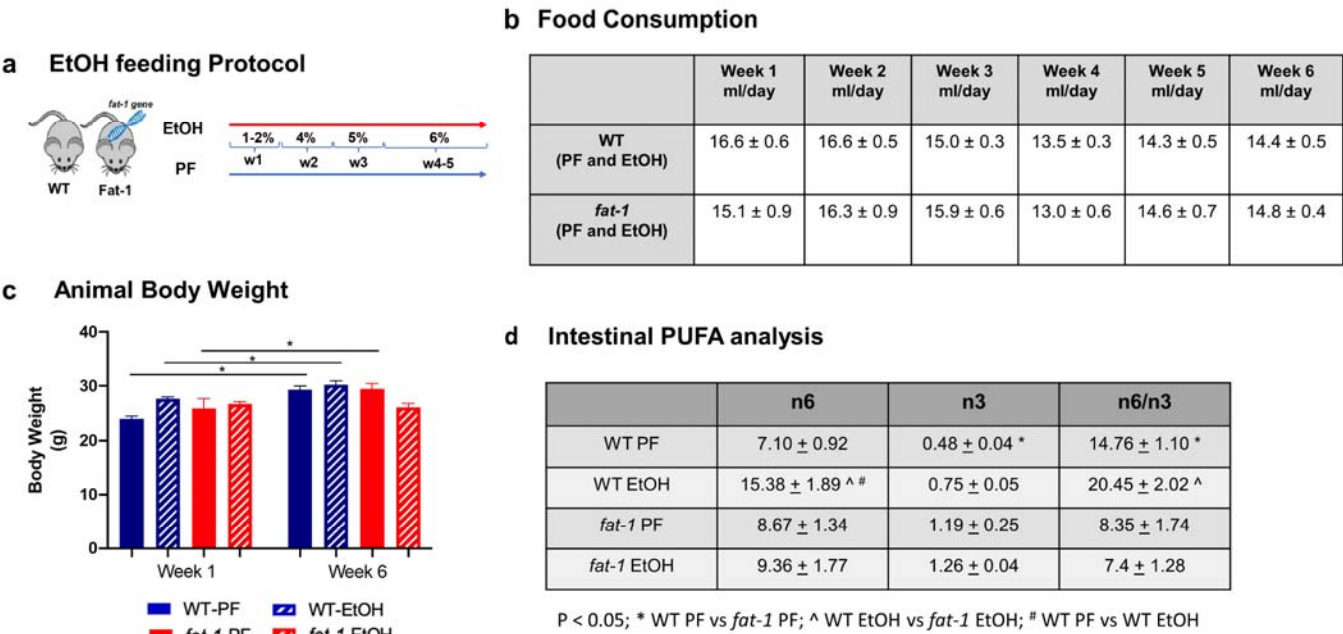

**Supplemental Figure S1. Experimental Design and Metabolic Parameters.** (a) EtOH feeding model. (b) Average food consumption by experimental animals. (c) Beginning and ending body weights of PF and EtOH-fed WT and *fat-1* mice. (d) Ileum n3 and n6 PUFA levels demonstrating that *fat-1* mice have elevated n3 PUFAs relative to WT mice. Data are presented as mean ± SEM. \* p < 0.05. n=3-5 mice per group.

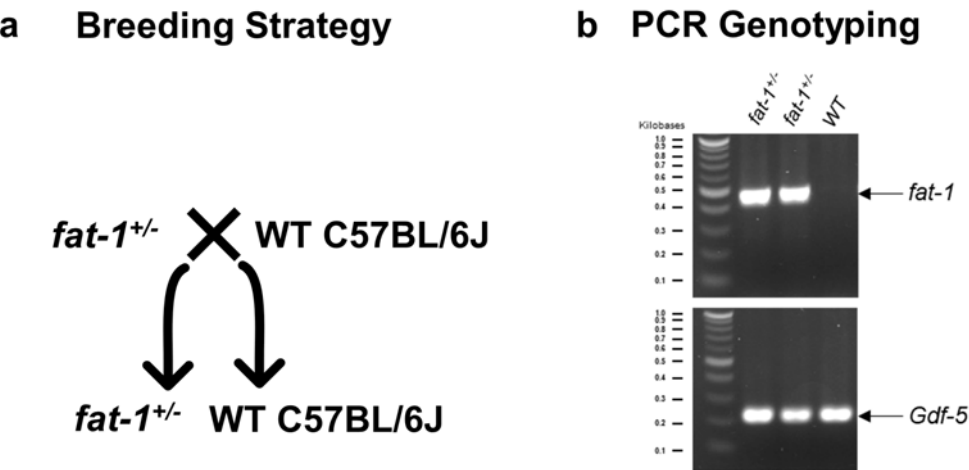

**Supplemental Figure S2. Description of the *fat-1* mice.** (a) Breeding strategy to develop *fat-1*<sup>+/-</sup> heterozygous mice and WT littermates. (b) Genotype confirmation by PCR and gel electrophoresis. The *fat-1* PCR product is only present in samples from *fat-1* mice whereas *Gdf-5* is present in all samples (positive control) in the representative gel.

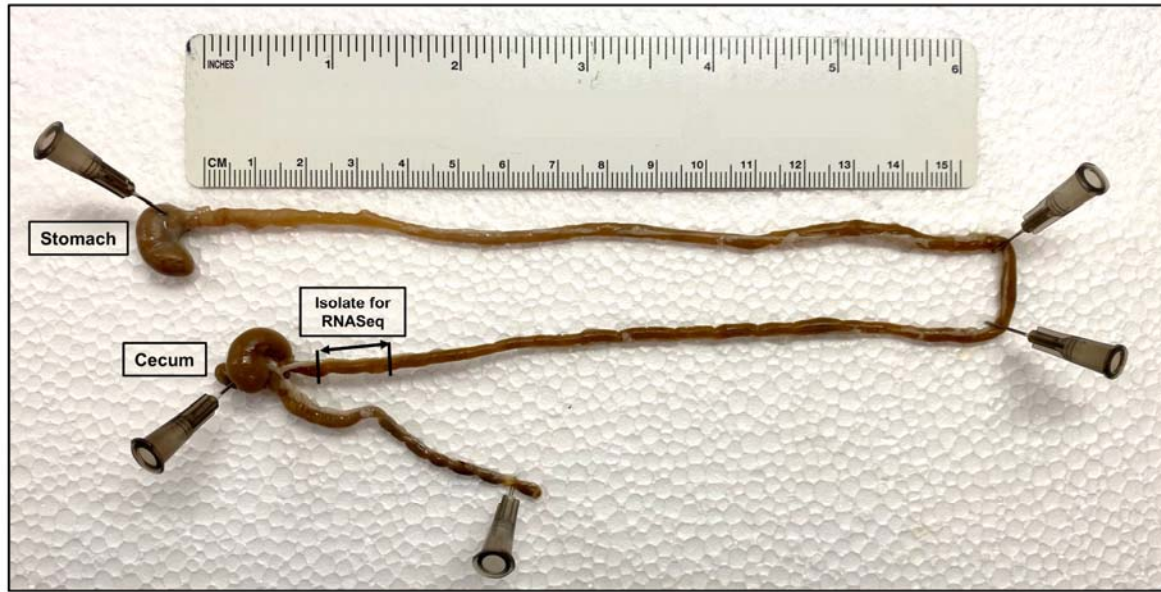

**Supplemental Figure S3. Mouse ileum isolation.** Layout of mouse gastrointestinal tract identifying the segment of intestine isolated for ileum RNASeq.

#### Supplemental Tables:

**Supplementary Table S1.** List of the top 10 up-regulated and down-regulated genes (by fold-change) in the intestinal mucosa in *fat-1* compared to WT pair-fed control mice (selected from 420 up- and 210 down-regulated genes).

| Identifier         | Gene title      | Fold change | p-value | q-value   |
|--------------------|-----------------|-------------|---------|-----------|
| ENSMUSG00000048473 | <i>Gm766</i>    | 40.6        | 0.00005 | 0.0022175 |
| ENSMUSG00000045991 | <i>Onecut2</i>  | 32.47       | 0.00005 | 0.0022175 |
| ENSMUSG00000059654 | <i>Reg1</i>     | 20.7        | 0.00005 | 0.0022175 |
| ENSMUSG00000076540 | <i>Igkv4-80</i> | 16.8        | 0.00005 | 0.0022175 |
| ENSMUSG00000046213 | <i>Cym</i>      | 15.2        | 0.00005 | 0.0022175 |
| ENSMUSG00000095429 | <i>Ighv5-12</i> | 12.0        | 0.0006  | 0.016949  |
| ENSMUSG00000054932 | <i>Afp</i>      | 10.2        | 0.00005 | 0.0022175 |
| ENSMUSG00000076536 | <i>Igkv4-86</i> | 9.3         | 0.00005 | 0.0022175 |
| ENSMUSG00000036853 | <i>Mcoln3</i>   | 9.0         | 0.00005 | 0.0022175 |
| ENSMUSG00000067235 | <i>H2-Q10</i>   | 8.8         | 0.00005 | 0.0022175 |
| ENSMUSG00000074442 | <i>Defa-rs7</i> | -26.4       | 0.00005 | 0.0022175 |
| ENSMUSG00000094662 | <i>Gm21498</i>  | -19.1       | 0.00005 | 0.0022175 |
| ENSMUSG00000094993 | <i>Igkv4-51</i> | -15.0       | 0.00035 | 0.011114  |
| ENSMUSG00000031089 | <i>Slc6a14</i>  | -11.9       | 0.00005 | 0.0022175 |
| ENSMUSG00000104452 | <i>Ighv8-8</i>  | -11.4       | 0.00005 | 0.0022175 |
| ENSMUSG00000096844 | <i>Igkv6-14</i> | -8.6        | 0.00085 | 0.0222623 |
| ENSMUSG00000026109 | <i>Tmeff2</i>   | -6.9        | 0.0005  | 0.0147833 |
| ENSMUSG00000033847 | <i>Pla2g4c</i>  | -6.4        | 0.00005 | 0.0022175 |
| ENSMUSG00000078706 | <i>Gm53</i>     | -5.7        | 0.00005 | 0.0022175 |
| ENSMUSG00000094198 | <i>Ighv1-50</i> | -5.6        | 0.00005 | 0.0022175 |

**Supplementary Table S2.** List of up-regulated and down-regulated genes in the intestinal mucosa in WT EtOH compared to WT pair-fed control mice. The top 10 up-regulated and down-regulated genes (by fold-change) are shown in a list (selected from 481 up- and 663 down-regulated genes).

| Identifier         | Gene title      | Fold change | p-value | q-value    |
|--------------------|-----------------|-------------|---------|------------|
| ENSMUSG00000032122 | <i>Slc37a2</i>  | 47.2        | 0.00005 | 0.00128109 |
| ENSMUSG00000073608 | <i>Gm6086</i>   | 39.1        | 0.00005 | 0.00128109 |
| ENSMUSG00000094559 | <i>Cyp2d34</i>  | 29.5        | 0.0001  | 0.00236173 |
| ENSMUSG00000057074 | <i>Ces1g</i>    | 21.1        | 0.00005 | 0.00128109 |
| ENSMUSG00000001943 | <i>Vsig2</i>    | 20.4        | 0.00155 | 0.0230212  |
| ENSMUSG00000033847 | <i>Pla2g4c</i>  | 19.6        | 0.00005 | 0.00128109 |
| ENSMUSG00000022650 | <i>Retnlb</i>   | 18.2        | 0.00005 | 0.00128109 |
| ENSMUSG00000068893 | <i>Spr2a2</i>   | 17.2        | 0.00005 | 0.00128109 |
| ENSMUSG00000076666 | <i>Ighv14-4</i> | 15.2        | 0.00005 | 0.00128109 |
| ENSMUSG00000096672 | <i>Ighv1-63</i> | 14.1        | 0.0009  | 0.015004   |
| ENSMUSG00000026354 | <i>Lct</i>      | -1791.5     | 0.00005 | 0.00128109 |
| ENSMUSG00000021944 | <i>Gata4</i>    | -135.6      | 0.00005 | 0.00128109 |
| ENSMUSG00000029134 | <i>Plb1</i>     | -130.9      | 0.00005 | 0.00128109 |
| ENSMUSG00000024354 | <i>Slc23a1</i>  | -93.3       | 0.0022  | 0.0307049  |
| ENSMUSG00000035780 | <i>Ugt2a3</i>   | -79.9       | 0.00005 | 0.00128109 |
| ENSMUSG00000054422 | <i>Fabp1</i>    | -69.8       | 0.00005 | 0.00128109 |
| ENSMUSG00000027690 | <i>Slc2a2</i>   | -43.2       | 0.00005 | 0.00128109 |
| ENSMUSG00000030483 | <i>Cyp2b10</i>  | -40.5       | 0.00005 | 0.00128109 |
| ENSMUSG00000076655 | <i>Ighv4-1</i>  | -35.3       | 0.00005 | 0.00128109 |
| ENSMUSG00000005980 | <i>Dnase1</i>   | -33.7       | 0.00005 | 0.00128109 |

**Supplementary Table S3.** List of up-regulated and down-regulated genes in the intestinal mucosa in *fat-1* EtOH compared to *fat-1* pair-fed control mice. The top 10 up-regulated and down-regulated genes are shown in a list (by fold-change) (selected from 1045 up- and 1062 down-regulated genes).

| Identifier         | Gene title           | Fold change | p-value | q-value    |
|--------------------|----------------------|-------------|---------|------------|
| ENSMUSG00000027556 | <i>Car1</i>          | 1454.1      | 0.00345 | 0.027756   |
| ENSMUSG00000094559 | <i>Cyp2d34</i>       | 258.4       | 0.00315 | 0.0258838  |
| ENSMUSG00000026390 | <i>Marco</i>         | 151.1       | 0.00135 | 0.0136846  |
| ENSMUSG00000022650 | <i>Retnlb</i>        | 131.0       | 0.0014  | 0.0140118  |
| ENSMUSG00000031089 | <i>Slc6a14</i>       | 105.5       | 0.00005 | 0.00092057 |
| ENSMUSG00000037362 | <i>Nov</i>           | 96.6        | 0.00005 | 0.00092057 |
| ENSMUSG00000033579 | <i>Fa2h</i>          | 87.0        | 0.00005 | 0.00092057 |
| ENSMUSG00000013653 | <i>1810065E05Rik</i> | 71.2        | 0.00005 | 0.00092057 |
| ENSMUSG00000096001 | <i>2610528A11Rik</i> | 47.3        | 0.00005 | 0.00092057 |
| ENSMUSG00000024039 | <i>Cbs</i>           | 42.6        | 0.00005 | 0.00092057 |
| ENSMUSG00000026354 | <i>Lct</i>           | -1668.9     | 0.00005 | 0.00092057 |
| ENSMUSG00000030483 | <i>Cyp2b10</i>       | -274.6      | 0.00005 | 0.00092057 |
| ENSMUSG00000035780 | <i>Ugt2a3</i>        | -217.1      | 0.00005 | 0.00092057 |
| ENSMUSG00000021944 | <i>Gata4</i>         | -191.2      | 0.00005 | 0.0210196  |
| ENSMUSG00000029134 | <i>Plb1</i>          | -166.9      | 0.00005 | 0.00092057 |
| ENSMUSG00000002992 | <i>Apoc2</i>         | -151.5      | 0.00005 | 0.00092057 |
| ENSMUSG00000074373 | <i>Gm10680</i>       | -120.0      | 0.00045 | 0.0058381  |
| ENSMUSG00000036216 | <i>Leap2</i>         | -115.0      | 0.00005 | 0.00092057 |
| ENSMUSG00000032080 | <i>Apoa4</i>         | -106.5      | 0.00335 | 0.0270893  |
| ENSMUSG00000019989 | <i>Enpp3</i>         | -106.3      | 0.00005 | 0.00092057 |

**Supplementary Table S4.** List of commonly up-regulated and down-regulated genes in the intestinal mucosa in *fat-1* and WT mice in response to EtOH. The top 10 up-regulated and down-regulated genes (by fold-change) are shown in a list (selected from 310 up- and 525 down-regulated genes).

| Identifier          | Gene title           | Fat-1 EtOH vs fat-1 PF |         |            | WT EtOH vs WT PF |         |            |
|---------------------|----------------------|------------------------|---------|------------|------------------|---------|------------|
|                     |                      | fold                   | p-value | q-value    | fold             | p-value | q-value    |
| ENSMUSG000000094559 | <i>Cyp2d34</i>       | 258.4                  | 0.00315 | 0.0258838  | 29.5             | 0.0001  | 0.00236173 |
| ENSMUSG000000022650 | <i>Retn1b</i>        | 131.0                  | 0.0014  | 0.0140118  | 18.2             | 0.00005 | 0.00128109 |
| ENSMUSG000000031089 | <i>Slc6a14</i>       | 105.5                  | 0.00005 | 0.00092057 | 6.7              | 0.00005 | 0.00128109 |
| ENSMUSG000000033579 | <i>Fa2h</i>          | 87.0                   | 0.00005 | 0.00092057 | 8.3              | 0.00005 | 0.00128109 |
| ENSMUSG000000013653 | <i>1810065E05Rik</i> | 71.2                   | 0.00005 | 0.00092057 | 8.3              | 0.00005 | 0.00128109 |
| ENSMUSG000000096001 | <i>2610528A11Rik</i> | 47.3                   | 0.00005 | 0.00092057 | 3.8              | 0.00005 | 0.00128109 |
| ENSMUSG000000024039 | <i>Cbs</i>           | 42.6                   | 0.00005 | 0.00092057 | 4.6              | 0.00005 | 0.00128109 |
| ENSMUSG000000027870 | <i>Hao2</i>          | 38.9                   | 0.00005 | 0.00092057 | 8.4              | 0.00005 | 0.00128109 |
| ENSMUSG000000027875 | <i>Hmgcs2</i>        | 35.2                   | 0.00005 | 0.00092057 | 9.1              | 0.00005 | 0.00128109 |
| ENSMUSG000000026811 | <i>St6galnac6</i>    | 32.3                   | 0.00005 | 0.00092057 | 4.5              | 0.00005 | 0.00128109 |
| ENSMUSG000000026354 | <i>Lct</i>           | -1668.9                | 0.00005 | 0.00092057 | -1791.6          | 0.00005 | 0.00128109 |
| ENSMUSG000000030483 | <i>Cyp2b10</i>       | -274.6                 | 0.00005 | 0.00092057 | -40.5            | 0.00005 | 0.00128109 |
| ENSMUSG000000035780 | <i>Ugt2a3</i>        | -217.1                 | 0.00005 | 0.00092057 | -79.9            | 0.00005 | 0.00128109 |
| ENSMUSG000000021944 | <i>Gata4</i>         | -191.2                 | 0.0024  | 0.0210196  | -135.6           | 0.00005 | 0.00128109 |
| ENSMUSG000000029134 | <i>Plb1</i>          | -166.9                 | 0.00005 | 0.00092057 | -130.9           | 0.00005 | 0.00128109 |
| ENSMUSG000000002992 | <i>Apoc2</i>         | -151.5                 | 0.00005 | 0.00092057 | -19.9            | 0.00005 | 0.00128109 |
| ENSMUSG000000074373 | <i>Gm10680</i>       | -120.0                 | 0.00045 | 0.0058381  | -20.6            | 0.00025 | 0.00525227 |
| ENSMUSG000000036216 | <i>Leap2</i>         | -115.0                 | 0.00005 | 0.00092057 | -11.2            | 0.00005 | 0.00128109 |
| ENSMUSG000000032080 | <i>Apoa4</i>         | -106.5                 | 0.00335 | 0.0270893  | -20.5            | 0.00005 | 0.00128109 |
| ENSMUSG000000019989 | <i>Enpp3</i>         | -106.3                 | 0.00005 | 0.00092057 | -25.2            | 0.00005 | 0.00128109 |

**Supplementary Table S5.** List of genes exclusively up-regulated and down-regulated in the intestinal mucosa in WT mice in response to EtOH. The top 10 up-regulated and down-regulated genes (by fold-change) are shown in a list (selected from 171 up- and 138 down-regulated genes).

| Identifier          | Gene title           | Fold change | p-value | q-value    |
|---------------------|----------------------|-------------|---------|------------|
| ENSMUSG000000032122 | <i>Slc37a2</i>       | 47.2        | 0.00005 | 0.00128109 |
| ENSMUSG000000076666 | <i>Ighv14-4</i>      | 15.2        | 0.00005 | 0.00128109 |
| ENSMUSG000000096672 | <i>Ighv1-63</i>      | 14.1        | 0.0009  | 0.015004   |
| ENSMUSG000000050296 | <i>Abca12</i>        | 13.2        | 0.00005 | 0.00128109 |
| ENSMUSG000000086474 | <i>9130204K15Rik</i> | 11.6        | 0.0003  | 0.00615377 |
| ENSMUSG000000065037 | <i>Rn7sk</i>         | 11.0        | 0.00025 | 0.00525227 |
| ENSMUSG000000098814 | <i>Igkv19-93</i>     | 6.7         | 0.00005 | 0.00128109 |
| ENSMUSG000000079174 | <i>Gm3054</i>        | 6.1         | 0.00005 | 0.00128109 |
| ENSMUSG000000095204 | <i>Ighv1-52</i>      | 5.7         | 0.00005 | 0.00128109 |
| ENSMUSG000000086389 | <i>Gm15998</i>       | 5.2         | 0.0015  | 0.0224225  |
| ENSMUSG000000054422 | <i>Fabp1</i>         | -69.8       | 0.00005 | 0.00128109 |
| ENSMUSG000000094164 | <i>Ighv2-3</i>       | -16.1       | 0.00005 | 0.00128109 |
| ENSMUSG000000094993 | <i>Igkv4-51</i>      | -15.1       | 0.00075 | 0.0130517  |
| ENSMUSG000000014351 | <i>Gip</i>           | -14.3       | 0.00005 | 0.00128109 |
| ENSMUSG000000104452 | <i>Ighv8-8</i>       | -8.2        | 0.00005 | 0.00128109 |
| ENSMUSG000000032454 | <i>Rbp2</i>          | -7.7        | 0.00005 | 0.00128109 |
| ENSMUSG000000102888 | <i>Ighv1-11</i>      | -7.5        | 0.00035 | 0.00701364 |
| ENSMUSG000000076538 | <i>Igkv13-84</i>     | -7.4        | 0.0005  | 0.00940854 |
| ENSMUSG000000076532 | <i>Igkv4-91</i>      | -6.9        | 0.00005 | 0.00128109 |
| ENSMUSG000000029082 | <i>Bst1</i>          | -6.5        | 0.00005 | 0.00128109 |

**Supplementary Table S6.** List of genes exclusively up-regulated and down-regulated in the intestinal mucosa in *fat-1* mice in response to EtOH. The top 10 up-regulated and down-regulated genes (by fold-change) are shown in a list (selected from 735 up- and 537 down-regulated genes).

| Identifier           | Gene title      | Fold change | p-value | q-value    |
|----------------------|-----------------|-------------|---------|------------|
| ENSMUSG000000027556  | <i>Car1</i>     | 1454.1      | 0.00345 | 0.027756   |
| ENSMUSG000000026390  | <i>Marco</i>    | 151.1       | 0.00135 | 0.0136846  |
| ENSMUSG000000037362  | <i>Nov</i>      | 96.6        | 0.00005 | 0.00092057 |
| ENSMUSG000000032068  | <i>Plet1</i>    | 30.9        | 0.00005 | 0.00092057 |
| ENSMUSG000000021803  | <i>Cdhr1</i>    | 29.8        | 0.00125 | 0.0128913  |
| ENSMUSG000000048337  | <i>Npy4r</i>    | 26.6        | 0.0009  | 0.0100225  |
| ENSMUSG000000046589  | <i>Lrrc8e</i>   | 17.8        | 0.0009  | 0.0100225  |
| ENSMUSG000000032028  | <i>Nxpe2</i>    | 14.9        | 0.00005 | 0.00092057 |
| ENSMUSG000000017723  | <i>Wfdc2</i>    | 14.8        | 0.00005 | 0.00092057 |
| ENSMUSG000000029088  | <i>Kcnip4</i>   | 14.5        | 0.00035 | 0.00481741 |
| ENSMUSG000000041660  | <i>Bbox1</i>    | -58.5       | 0.00005 | 0.00092057 |
| ENSMUSG000000068323  | <i>Slc4a5</i>   | -25.4       | 0.00005 | 0.00092057 |
| ENSMUSG000000005237  | <i>Dnah2</i>    | -19.8       | 0.00005 | 0.00092057 |
| ENSMUSG000000002324  | <i>Rec8</i>     | -18.5       | 0.00005 | 0.00092057 |
| ENSMUSG0000000054932 | <i>Afp</i>      | -15.5       | 0.0027  | 0.0230512  |
| ENSMUSG000000095981  | <i>Ighv10-1</i> | -14.4       | 0.00005 | 0.00092057 |
| ENSMUSG000000038496  | <i>Slc19a3</i>  | -14.3       | 0.0001  | 0.00170036 |
| ENSMUSG000000076665  | <i>Ighv7-1</i>  | -13.7       | 0.00005 | 0.00092057 |
| ENSMUSG000000030402  | <i>Ppm1n</i>    | -10.9       | 0.0013  | 0.0132723  |
| ENSMUSG000000070332  | <i>Trim80</i>   | -9.8        | 0.0006  | 0.00729846 |

**Supplementary Table S7.** List of top 10 up-regulated and down-regulated genes (by fold-change) in the intestinal mucosa in *fat-1* EtOH compared to WT EtOH littermates (selected from 80 up- and 14 down-regulated genes).

| Identifier          | Gene title       | Fold change | p-value | q-value    |
|---------------------|------------------|-------------|---------|------------|
| ENSMUSG000000037362 | <i>Nov</i>       | 60.6        | 0.00005 | 0.00367576 |
| ENSMUSG000000032068 | <i>Plet1</i>     | 46.3        | 0.00005 | 0.00367576 |
| ENSMUSG000000065987 | <i>Cd209b</i>    | 19.5        | 0.00005 | 0.00367576 |
| ENSMUSG000000076674 | <i>Ighv1-85</i>  | 15.7        | 0.00005 | 0.00367576 |
| ENSMUSG000000039579 | <i>Grin3a</i>    | 13.6        | 0.00005 | 0.00367576 |
| ENSMUSG000000032028 | <i>Nxpe2</i>     | 10          | 0.00005 | 0.00367576 |
| ENSMUSG000000094806 | <i>Cyp2d10</i>   | 9.6         | 0.00015 | 0.0282662  |
| ENSMUSG000000055210 | <i>Foxd2</i>     | 8.9         | 0.0002  | 0.0341412  |
| ENSMUSG000000095457 | <i>Gm8989</i>    | 7.7         | 0.00005 | 0.0117016  |
| ENSMUSG000000019775 | <i>Rgs17</i>     | 6.9         | 0.0002  | 0.0341412  |
| ENSMUSG000000096150 | <i>Ighv3-8</i>   | -18.9       | 0.00005 | 0.00367576 |
| ENSMUSG000000076666 | <i>Igkv2-109</i> | -10.8       | 0.00005 | 0.00367576 |
| ENSMUSG000000076563 | <i>Igkv5-48</i>  | -7.5        | 0.00005 | 0.0117016  |
| ENSMUSG000000033847 | <i>Pla2g4c</i>   | -7.0        | 0.00005 | 0.0117016  |
| ENSMUSG000000031073 | <i>Fgf15</i>     | -6.8        | 0.00005 | 0.0117016  |
| ENSMUSG000000096833 | <i>Igkv4-55</i>  | -5.9        | 0.0002  | 0.0341412  |
| ENSMUSG000000076586 | <i>Igkv8-21</i>  | -4.7        | 0.00005 | 0.0117016  |
| ENSMUSG000000095571 | <i>Ighv5-17</i>  | -4.5        | 0.00005 | 0.0117016  |
| ENSMUSG000000094433 | <i>Igkv5-43</i>  | -3.1        | 0.00005 | 0.0117016  |
| ENSMUSG000000020826 | <i>Nos2</i>      | -2.9        | 0.00005 | 0.0117016  |

How the deposited data were processed for this re-analysis (not part of the article)

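The data are RNA-seq read counts of the terminal ileum of 16 male mice: 4 WT PF, 4 fat-1 PF, 3 WT EtOH and 5 fat-1 EtOH mice, with 1 library per mouse. As deposited, the values are raw counts of reads per Ensembl gene, which the authors made with htseq from reads aligned with tophat2 to mm10 (GRCm38) and which are not normalized. The whole numbers in the table and the library totals carry this unit. The gene symbols, positions, exon lengths and gene types were taken from GENCODE M21, an annotation of the same build, in which 26 of the 21965 genes of the table are absent. Of the genes, 32 share their symbol with another gene. The reads themselves, the cuffdiff2 results and the GO and STRING enrichments were not analysed here.

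Counts were analysed with R 4.3.3 and edgeR 4.0.16. Genes with low counts were removed with filterByExpr on the 4 groups, libraries were scaled with TMM, and a quasi-likelihood model with 1 mean per group was fitted with robust estimation of the spread. The 4 comparisons of the paper and the interaction of genotype and diet were tested, with Benjamini-Hochberg adjustment at 0.05. The values of single mice are CPM over the TMM-adjusted library size. Single genes were compared between groups with an exact permutation test on log2(CPM + 0.5), and log2 CPM were computed with a prior count of 2. The SD is that between mice. Standard errors of edgeR's log2 fold changes are approximate, each being the absolute log2 fold change divided by the square root of the F statistic. This value is what is called the standard error of an edgeR fit below. A fold against a group in which every mouse had 3 counts or fewer is given as a lower bound.

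The libraries held 8422645 to 11438539 counted reads, so that 3 counts were 0.246 to 0.421 CPM. Sensitivity was tested on simulated data: of 116 genes changed 2-fold, edgeR called 52 in a comparison of the size of that in WT mice, and 82 of 84 changed 4-fold. In a comparison of the size of that in fat-1 mice it called 56 of 92 and 108 of 108. Of 13497 genes that were not changed, it called 6 and 5 in these 2 comparisons, and none of 13697 between the simulated PF groups. Between simulated EtOH groups it called 18 of 13297. In the simulation each gene had the same spread in all groups, genes varied independently and no library stood apart. The groups of mice here differed in spread, with a biological coefficient of variation from 0.145 in WT PF to 0.407 in fat-1 EtOH mice. The simulated shares thus do not give the sensitivity of the real comparisons. Of 200 random lists of 20 genes in these simulated data, limma's camera called 4 and its fry called 11. Since the simulated genes were not correlated, this does not test camera's preset correlation on the real data.

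The genes named are those that the paper's Results name in the sentence concerned and, for each comparison, the 5 DEGs with the largest positive and the 5 with the largest negative log2 fold change whose groups of mice do not overlap. For lists of genes, the largest and the smallest change are given with full statistics, apart from 1 that is not reported here. The test, the alternatives, the lists of marker genes and this rule were set before the data were examined. The lists were those of proximal small intestine, ileum bile acid handling, large intestine, stomach, tuft cell, goblet cell, B-cell follicle, adipocyte, smooth muscle, red blood cell and proliferation genes. They were tested with limma 3.58.1. Lists of Paneth cell, all epithelium and T-cell zone genes were added after the first results. The relation of Hox genes to gut position was tested with the paralogue number of 22 Hox genes.

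The alternatives were the Wald test of DESeq2 1.42.0, limma voom with sample quality weights, DESeq2 size factors and upper-quartile normalization in edgeR, a looser filter (at least 1 count in any mouse) and a stricter one (at least 10 counts in every mouse), a fit of only the 2 groups compared, the replicate number as a block, leaving out each mouse in turn, and the score of the region lists as a covariate. The replicate numbers do not pair the mice by any relation that the sample descriptions name, and mice with the same number were not more alike (mean correlation of their deviations from the group mean -0.0225 over 21 pairs, against 0.00703 over 74 pairs with other numbers). Immunoglobulin and T-cell receptor genes are not among the genes of the table, so that an analysis without them would leave out nothing. Alternatives chosen after seeing the data were the sets of 3 of the 5 fat-1 EtOH mice, counts thinned to the smallest library, leaving out the 20 most abundant genes, offsets for GC content and exon length, and edgeR's glmTreat against a 2-fold change. Tables were handled with python 3.11.15 and figures drawn with matplotlib 3.10.9.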

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

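The tests of the smooth muscle and proliferation scores against the region score were chosen only after the results were seen.

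In groups of 4 or 5 mice, 1 of 42 list scores, 9 of 233 values of genes and 0 of 9 library measures had a mouse far from the others, by the gap to its nearest neighbour as a share of the range of the group. Chance gives about 1 in 20, so that these are no more than chance gives. Over all 1050 sets of values, which include genes that are given without statistics, it was 64, or 6.1%. Such a gap misses 2 mice that lie together, such as fat-1 EtOH replicates 3 and 4 on the first component (105 and 104). The WT EtOH mice (n = 3) were not examined in this way. The shares were 0.982 for the Paneth cell score in WT PF mice (highest in replicate 2), 0.867 for Car1 in fat-1 PF mice (highest in replicate 4), 0.885 for Ccn3 in WT PF mice (lowest in replicate 3), 0.826 for Cd209b in fat-1 EtOH mice (highest in replicate 5) and 0.868 for Pparg in WT PF mice (lowest in replicate 2). In WT PF replicate 4, which was the lowest of its group, they were 0.904 for Il15, 0.863 for Nt5e and 0.852 for Ugt2a3. Cym in fat-1 EtOH replicate 3 and Sult6b2 in fat-1 EtOH replicate 1 had a share of 1, since each had 1 read and the other mice of the group had none. WT PF replicate 4 also had the lowest score of proximal small intestine genes among the PF mice, 5.34, and Ugt2a3 and Nt5e are among the genes that fell with that score in EtOH-fed mice, so that a more distal sample is a candidate explanation, on which the leave-one-out fits bear only in part (Ugt2a3 fell by 6.79 on the log2 scale with EtOH in WT mice without this mouse). The design gives no biological explanation for single mice, and none was tested.

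The change with EtOH differed between the genotypes for 4 lists, by limma's camera on the interaction at a preset correlation. The list of proximal small intestine genes fell more in fat-1 mice, by a median log2 difference of -2.44 (limma camera, adjusted p = 4.6e-06, 16 of 19 genes in this direction). The smooth muscle list rose more in fat-1 mice, by 0.46 (limma camera, adjusted p = 0.0098, 8 of 8 genes), and the red blood cell list fell less, by 0.72 (limma camera, adjusted p = 0.0216, 5 of 5 genes). The proliferation list rose in WT mice and not in fat-1 mice (median -0.003), a difference of -0.38 (limma camera, adjusted p = 0.034, 10 of 10 genes). None of the 4 passed with limma's fry (adjusted p = 0.296, 0.492, 0.514 and 0.697) or with a correlation estimated from the data. With each mouse left out in turn, the red blood cell list lost its call in 6 of 16 fits (0.43 without WT EtOH replicate 2 and 1.25 without replicate 1) and the proliferation list in 8 (-0.16 without fat-1 PF replicate 1 and -0.57 without WT EtOH replicate 2). The difference in the proximal list comes in part from the PF mice, where the list was higher in fat-1 than in WT mice (median log2 fold change 1.597), most of all in fat-1 PF replicates 2 and 4 (scores 8.35 and 8.16, against 5.34 to 7.39 in the other PF mice). The median number of counts per library was 8927419 to 10595479 in the 4 groups, and with counts thinned to the smallest library the interaction gave no DEG (1094 genes at an unadjusted p-value under 0.05). Of the genes of the proximal list, all 19 are expressed in the ileum of WT PF mice above 1 CPM and 11 are named by the paper from these mice. A genotype effect on the response to EtOH remains open and was not separated from the position of the samples.

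For the red blood cell list, blood left in the tissue is a candidate explanation. Over the 16 libraries, Alas2, a gene of immature red cells, went with the mean of 4 globin genes (Spearman rho = 0.662, permutation test p = 0.0062, Pearson r = 0.82, and 0.712 without the 2 libraries farthest from the mean). All 3 globin genes that the paper names are in this list of 5, of which 4 are above 1 CPM in the ileum of WT PF mice, and an effect of EtOH on the blood content of the gut remains open, as untested.

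Genes of 2 lists that the paper does not discuss also changed. Smooth muscle genes were higher with EtOH in WT mice (median log2 fold change 0.84, limma camera, adjusted p = 3.3e-07, 8 of 8 genes) and in fat-1 mice (1.34, limma camera, adjusted p = 1.9e-05, 8 of 8 genes), and both passed with fry. Proliferation genes were higher with EtOH in WT mice (0.32, limma camera, adjusted p = 0.0216, 10 of 10 genes) and lower in fat-1 EtOH than in WT EtOH mice (-0.46, limma camera, adjusted p = 8.1e-06, 10 of 10 genes), and neither passed with fry. The rise in WT mice lost its call in 4 of 16 fits that left out 1 mouse. Without WT EtOH replicate 3 the rise in WT mice was 0.18, and without replicate 2 it was 0.55. All 8 and all 10 genes are expressed in the ileum of WT PF mice above 1 CPM. The position of the sampled segment is a candidate explanation for the smooth muscle genes: within groups, their score went with the region score by rank (Spearman rho = -0.676, permutation test p = 0.0361, 16 mice). The Pearson correlation did not pass 0.05 (r = -0.668, permutation test p = 0.0699), and r was -0.39 without the 2 mice farthest from the mean. The relation thus depends on the statistic and is also left open. For the proliferation genes, the Spearman relation was 0.591 (permutation test p = 0.0537). Their Pearson r was 0.594 (permutation test p = 0.0587), and 0.365 without 2 mice. This leaves it open, so that position and genotype cannot be told apart for them. The amount of muscle layer taken with each sample and an effect of EtOH were not tested apart.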

How the results depend on the processing

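In all, 626 values of counts and lists and 3165 values of named genes were recomputed under alternatives. Of the counts and lists, 487 kept their value within the set limits, 130 moved, 6 were weaker and 3 reversed. Of the named genes, 2936 kept their direction and side of the threshold, 165 were weaker, 47 stronger and 17 reversed. DESeq2 size factors in edgeR, upper-quartile normalization, counts thinned to the smallest library, leaving out the 20 most abundant genes and offsets for GC content and length moved none of the total, shared or exclusive numbers of DEGs by more than 1.5 times. Upper-quartile normalization did change the directions in fat-1 mice, from 2578 higher and 2592 lower DEGs to 3906 and 1753. The last 3, the sets of 3 fat-1 EtOH mice and glmTreat were chosen after seeing the data. Where no cause is named below, the cause was not tested.

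With the Wald test of DESeq2 there were 189 DEGs (32 2-fold) between the PF groups, 257 (116) in WT mice with EtOH and 5 (5) between the EtOH groups, with 250 shared and 7 exclusive to WT mice. With limma voom and sample quality weights there were 31 (4) between the PF groups, 2800 (408) in WT mice and 1100 2-fold in fat-1 mice, with 1868 shared, 932 exclusive to WT and 1781 exclusive to fat-1 mice. With only the 2 groups compared, WT mice gave 1103 (230), fat-1 mice 3086 and the EtOH groups 0 (0, with 325 genes at an unadjusted p-value under 0.05), with 746 shared, 357 exclusive to WT and 2340 to fat-1 mice. With the replicate block, there were 18 DEGs in WT mice, 18 shared and 0 (0) between the EtOH groups (521 unadjusted). With at least 1 count in any mouse, WT mice had 2 (2), all 2 shared. With at least 10 counts in every mouse, WT mice had 0 (0, with 1718 unadjusted) and 0 were shared, and 46 of the genes the paper names in its clusters passed, with fewer genes tested. With the region score as a covariate, there were 83 (63) in WT mice, 183 (152) in fat-1 mice, 56 shared, 27 exclusive to WT and 127 exclusive to fat-1 mice, and 2 of the cluster genes and 3 of the receptor genes passed. Against a 2-fold change, glmTreat called 3 genes in WT mice, 188 in fat-1 mice and 0 between the EtOH groups. Of the 19 calls of marker lists, 0 held with an estimated correlation and 5 with fry.

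Across the 16 fits that each left out 1 mouse, DEGs ran from 0 to 114 between the PF groups (2-fold 0 to 65, highest without fat-1 PF replicate 3, with 98 and 19 without replicate 1 and 0 in the other 14), from 0 to 66 in WT mice (2-fold 0 to 46, highest without WT PF replicate 4), and from 0 to 1 between the EtOH groups, with 0 to 66 shared. Without WT EtOH replicate 1 or 3, WT mice had 0 (1182 and 1240 unadjusted) and the EtOH groups 0 (418 and 376 unadjusted). The relation of Hox paralogue number ran from -0.62 to -0.29 between the PF groups, and from -0.40 to 0.35 between the EtOH groups, where it was 0.18, 0.35 and 0.26 without WT EtOH replicates 1, 2 and 3.

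Sets of 3 fat-1 EtOH mice gave, in WT mice, 7 (6 2-fold, 7 shared) with replicates 1, 2 and 4, 273 (134, with 254 shared and 19 exclusive to WT) with 1, 2 and 5, 5 (5, 5 shared) with 1, 3 and 4, 3 (3, 3 shared) with 1, 4 and 5, 5 (5, 5 shared) with 2, 3 and 4, 2 (2, 2 shared) with 2, 3 and 5, 2 (2, 2 shared) with 2, 4 and 5 and 3 (3, 3 shared) with 3, 4 and 5. Between the EtOH groups these sets gave 52 (28) with replicates 3, 4 and 5, where the interaction gave 5, and 0 (0) with the others named here except 1, 2 and 5 (303 to 2479 genes at an unadjusted p-value under 0.05). The sets not named moved none of these counts.

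With limma voom, 21 of the named genes that were DEGs in fat-1 mice were not: Plb1, Cyp2d34, Retnlb, Slc6a14, Fa2h, Car1, Ccn3, Plet1, Cdhr1, Bbox1, Afp, Ffar2, Ffar4, Tlr2, Tlr4, Adora2b, Slc29a1, Abca12, Hoxa9, Sult6b2 and Mbl2. In WT mice, Slc23a1 was not.

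Genes that changed direction were Pparg in fat-1 mice (-0.17 with voom), Slc37a2 in WT mice (-0.051 without WT EtOH replicate 2, to 5.93 without replicate 3), Ffar2 (-0.016 without WT PF replicate 3, -0.077 without WT EtOH replicate 1, to 0.173 without WT PF replicate 2) and Ffar4 (-0.011 without WT PF replicate 3, -0.026 without WT EtOH replicate 2, to 0.35 without WT PF replicate 4) in WT mice, Cd36 between the EtOH groups (-0.24 with voom, -0.23 with the replicate block, -0.20 without fat-1 EtOH replicate 5, to 0.597 without WT EtOH replicate 1), Entpd1 in WT mice (0.14 with voom, 0.10 without WT PF replicate 4, 0.13 without WT EtOH replicate 2, and -0.215 without WT EtOH replicate 1), Adora2b between the EtOH groups (-0.21 with voom) and Slc29a2 in fat-1 mice (0.086 with upper-quartile normalization, 0.13 and 0.014 without fat-1 EtOH replicates 2 and 5, -0.176 without replicate 3, 0.069 with GC and length offsets). Each value with the other direction was smaller than its standard error. The depth of the libraries, with 3 counts at 0.246 to 0.421 CPM, limits what can be said of genes near this floor.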

Differences from the paper's values

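Between fat-1 PF and WT PF mice, the paper gives 630 DEGs, 420 higher and 210 lower, and 276 2-fold DEGs, 193 higher and 83 lower, against 0 for each here (1758 genes at an unadjusted p-value under 0.05). None of the alternatives set before the data were examined closed these gaps.

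Between WT EtOH and WT PF mice, the paper gives 1144 DEGs (481 higher and 663 lower), against 11 (1 and 10) here. The fit of only the 2 groups compared gave 1103 (534 and 569), and no other alternative came within 1.5 times the paper's numbers. Of the paper's 439 2-fold DEGs (163 higher and 276 lower), against 11 (1 and 10) here, limma voom gave 408 (201 and 207), and no other alternative closed this gap.

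Between fat-1 EtOH and fat-1 PF mice, the paper gives 2107 DEGs (1045 higher and 1062 lower), against 5170 (2578 and 2592) here. The fit of only the 2 groups gave 3086 (1506 and 1580), and limma voom gave 1477 higher. The other alternatives did not close these gaps.

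Between the EtOH groups, the paper gives 94 DEGs (80 higher and 14 lower), against 1 (0 and 1) here, with 671 genes at an unadjusted p-value under 0.05. None of the alternatives set before the data were examined closed this gap.

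For the DEGs shared by the genotypes, the paper gives 835, against 11 here and 746 with only the 2 groups compared. It gives 1272 exclusive to fat-1 mice, against 5159 here and 1781 with limma voom, and 309 exclusive to WT mice, against 0 here and 357 with only the 2 groups compared. Of the paper's 321 2-fold shared DEGs, against 11 here, limma voom gave 260. No other alternative closed these gaps.

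Of single fold changes, 16 are given in the paper's text, 28 in its Supplementary Tables and 48 were read by eye from its figures, and 2 differed. The fall of Bbox1 in fat-1 mice with EtOH is 59-fold in the paper and 128-fold here, a gap just over the standard error of the fit. It came within 1.5 times the paper's value without fat-1 PF replicate 4 (78.2) and with the region score as a covariate (42.2). With limma voom (89.5), upper-quartile normalization (115), at least 1 count in any mouse (128), the replicate block (106.7) and in 11 other fits that left out 1 mouse (114 to 136), the gap was smaller than the standard error of that fit, but the value was still more than 1.5 times the paper's. The rise of Nxpe2 between the EtOH groups is 27.0-fold here, and 10-fold in the paper's Supplementary Table S7. It came within 1.5 times with the replicate block (13.3) and without fat-1 EtOH replicate 3 (14.6). With only the 2 groups compared (27.9) and without WT EtOH replicate 2 (26.2) or 3 (20.8) or fat-1 EtOH replicate 4 (21.5), the gap was smaller than the standard error of the fit, and the value was no nearer or only partly nearer. The other alternatives did not close these 2 gaps.

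In WT PF mice, the paper's FPKM in Fig. 6a, read by eye, are about 60 for Ppard, about 8 for Ppara and about 5 for Pparg, against 26.7, 5.20 and 3.29 CPM per kilobase of exon here. The 2 scales differ, the ranks of the 3 genes are the same, and no alternative closed the gap.

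The paper calls genes that were not DEGs here, and some alternatives called them. Reg1 and Slc6a14 between the PF groups passed with DESeq2, as did Ccn3, Plet1 and Nxpe2 between the EtOH groups, and Onecut2 and Reg1 passed without fat-1 PF replicate 3 (Onecut2 also without replicate 1). In WT mice with EtOH, Plb1, Retnlb and Gip passed with DESeq2, voom and only the 2 groups compared, Nt5e with DESeq2 and voom, Fabp1 with DESeq2, voom and without WT PF replicate 4 or fat-1 PF replicate 3, Slc37a2 with DESeq2, Pipox, Muc2, Itpr2, Chodl, Egr1 and Tlr1 with voom and only the 2 groups compared, Slc6a14, Lcn2, Dclk1, Sucnr1 and Reg4 with voom, and Ly6d with only the 2 groups compared. Tlr12 in fat-1 mice passed with DESeq2, the replicate block and without fat-1 EtOH replicate 1 or 5. Of all genes that the paper lists, those called by DESeq2, voom and the fit of 2 groups were 86, 18 and 0 of 549 between the PF groups, 177, 697 and 596 of 1011 in WT mice, 1815, 1380 and 1328 of 1968 in fat-1 mice and 5, 1 and 0 of 77 between the EtOH groups.

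The paper reports Ada, A2bR and Cd36 as higher in fat-1 PF than in WT PF mice, A2bR and Ada as lower with EtOH in WT mice, Pparg as higher with EtOH in both genotypes, Tlr2 as higher with EtOH in WT mice, and Tlr2 and Tlr5 as higher in fat-1 EtOH than in WT EtOH mice. Here, the directions were the same but none was a DEG (edgeR adjusted p = 0.643, 0.481, 0.507, 0.246, 0.409, 0.555, 0.188, 0.472, 0.757 and 0.757), and no alternative called them. It reports no change of ENT1 with EtOH and of Nod-like receptors and Tlr3 in any group, and here Slc29a1 (log2 fold change 0.36), Nod1 (0.75), Naip1 (0.77) and Tlr3 (0.40) were DEGs in fat-1 mice. The paper's Results once give the 80 and 14 genes as higher and lower in WT EtOH mice, and elsewhere, with its Supplementary Excel file, as higher and lower in fat-1 EtOH mice. The log2 fold changes here have the second direction.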

Other observations

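The tests of other splits of the mice, of slopes on the region score within groups, of sets of 3 fat-1 EtOH mice, of the genes around Arl4a, of Marco, of the covariate as an account of the number of DEGs and of the proximal genes among those changed in WT mice alone were chosen only after the result was seen.

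In EtOH-fed mice of both genotypes, genes of the proximal small intestine were lower. Genes of the large intestine were higher in fat-1 mice, and in WT mice this rested on replicate 2: without it the median log2 fold change was 0.29 in place of 0.81 and was not past the threshold, and replicates 1 and 3 had scores of 3.63 and 3.79, within the 2.832 to 4.105 of WT PF mice. A candidate explanation is that the samples of EtOH-fed mice came from a more distal position of the gut. Hox genes, whose paralogue number follows position along the body axis, bear on this. Across 22 Hox genes, which are not independent replicates, the paralogue number went with the log2 fold change in fat-1 mice (Spearman rho = 0.655, permutation test p = 0.0015) and in WT mice (rho = 0.625, permutation test p = 0.0027). In fat-1 mice, 12 Hox genes were DEGs, all higher with EtOH. Between fat-1 PF and WT PF mice the relation was the other way (rho = -0.495, permutation test p = 0.0199), and between the EtOH groups it was not shown (rho = -0.137, permutation test p = 0.541). The relation between the PF groups depends on which Hox genes are tested: with any 1 of the WT EtOH mice left out, 25 Hox genes passed the filter, and it was -0.292, though the PF mice were the same. Between the EtOH groups, the relation was 0.184 to 0.346 in these fits. In WT mice with EtOH it was weakest without WT EtOH replicate 2 (rho = 0.425, permutation test p = 0.0351), and 0.685 and 0.677 without replicates 1 and 3. The region score also differed between mice of one group, and the changes that went with it within the fat-1 groups ran along those of EtOH in WT mice: across 13783 genes, the correlation of the slope on the region score with the log2 fold change in WT mice was -0.431, and 2880 shuffles of the score within groups gave a median of -0.136 (exact permutation test, one-sided p = 0.0021). With the fat-1 PF mice alone it was -0.279 (exact permutation test, one-sided p = 0.0833), and with the fat-1 EtOH mice alone -0.402 (exact permutation test, one-sided p = 0.025). A lower share of epithelium is argued against, with a change of -0.15 in the list of all epithelium against a mean of -5.10 in the proximal list, both between fat-1 EtOH and fat-1 PF mice. The order of the libraries cannot be told apart from the diet, and within groups it had a relation to the region score of -0.294 (Spearman, permutation test p = 0.32). An effect of EtOH itself on the regional identity of the epithelium remains open, since every EtOH-fed mouse had a lower proximal score than every PF mouse and the position of each sample was not measured.

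Fat-1 EtOH replicates 3 and 4 had high counts of large intestine genes, such as 11157 and 12208 CPM of Car1. WT EtOH replicate 2 also had a high score of these genes, 6.90, with 4041 CPM of Car1, and its Paneth cell score of 9.56 was within the range of the other groups. A candidate explanation is that these 2 libraries were made from large intestine, which has no Paneth cells. The median of 8 Paneth cell genes lay 132-fold and 115-fold below the median of the WT EtOH mice in these libraries (0.757% and 0.872% of it), and in fat-1 EtOH replicates 1, 2 and 5 it was at 111%, 101.8% and 62.7%. Large intestine mixed with ileum would leave more of the ileal transcripts. The median of 6 genes of ileal bile acid handling lay 11.3-fold and 4.5-fold below the WT EtOH mice, a share of 8.89% and 22.2%, which is between the 2 cases, and some of these genes are expressed in the colon, so that a mixture with a small share of ileum cannot be told apart from large intestine alone. Of the 9 large intestine genes tested, 6 are above 1 CPM in the ileum of WT PF mice and the paper names 2. A loss of Paneth cells in these 2 mice, without a change of region, was not tested apart. The paper names Car1, Ccn3, Plet1, Tlr2, Tlr4 and Tlr5, among others, as changed in fat-1 mice, and these 2 libraries had their highest values.

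In fat-1 EtOH replicate 5, genes of B-cell follicles were high (score 5.85), with 143 CPM of Marco and 45.8 CPM of Cd209b. A lymphoid follicle in this sample is a candidate explanation: the T-cell zone list, which was not part of the pattern, also had its highest score in this library, 4.75. The B-cell follicle list did not differ between fat-1 EtOH and fat-1 PF mice (median log2 fold change 0.26, limma camera, adjusted p = 0.779). Of the 3 genes that the paper names for defense response, Il1rn and Tlr4 were highest in replicates 3 and 4 (mean log2 CPM 4.47 and 3.92), where the follicle score was 0.30 and -1.06, which argues against follicles as the source of the rise of these 2 genes. Marco, the third, was counted almost only in replicate 5, the library with the highest follicle score, and for it a follicle and another difference of this mouse cannot be told apart, as it rests on 1 library.

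The number of DEGs with EtOH was larger in fat-1 than in WT mice, by an amount that depended on the test and on which mice shared the fit. It was 5170 against 11 in edgeR's fit of all mice and 5556 against 257 with DESeq2. With only the 2 groups compared it was 3086 against 1103, and with limma voom 3649 against 2800. The alternatives that follow were run in edgeR's fit of all mice only. There, more mice in the fat-1 EtOH group do not account for the gap. Over the 10 sets of 3 fat-1 EtOH mice, the lowest number in fat-1 mice was 3467 and the highest in WT mice 273. Neither does depth (5024 DEGs with counts thinned to the smallest library), nor the 20 most abundant genes (5152 without them), nor trends with GC content or gene length (4798 with offsets). With the region score as a covariate the number was 183, against 83 in WT mice. This score also separates the diets, so that the position of the samples and the diet cannot be told apart here. Genotype remains among the explanations, and the interaction gave no DEG (1141 genes at an unadjusted p-value under 0.05).

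Other splits of the same mice gave as many genes as follows. For fat-1 EtOH and fat-1 PF mice, 1 of 100 splits, the real one, gave 5170 or more DEGs (highest other 4523, and 87 gave none). For WT EtOH and WT PF mice it was 2 of 35 (highest other 40), for fat-1 EtOH and WT EtOH mice 7 of 56 (highest other 1911), and for the 2 PF groups 35 of 35, where the real split gave none, so that this count decides nothing. At an unadjusted p-value under 0.05, the real split of the PF mice gave 1758 genes, and 2 of 35 splits, the real one included, gave as many (median of the others 349). The interaction gave none, and 100 of 100 splits gave as many (highest other 153, and 22 of 100 at an unadjusted p-value under 0.05). In fits of only the 2 groups compared, the numbers were 1 of 100 in fat-1 mice (3086 DEGs, highest other 1364), 2 of 35 in WT mice (1103 DEGs, highest other 1558) and 35 of 35 for the PF groups. The split of 5 and 3 EtOH-fed mice with the most DEGs was not the genotypes.

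Arl4a was lower in fat-1 mice on both diets. Reads shared with another gene are argued against, with 2.05% of its read-length windows found elsewhere. The position of the samples is also argued against, since with the region score as a covariate the log2 fold change between the EtOH groups was -1.17 (edgeR adjusted p = 0.0121). Over the other settings the adjusted p of Arl4a from edgeR, DESeq2 or limma ran from 7.8e-10 (DESeq2) to 0.253 (only the 2 groups compared), and it was past 0.05 with the replicate block (0.152) and without WT EtOH replicate 1 (0.109) or 3 (0.0978). A chromosome segment carried along with the transgene remains possible: of the 45 genes tested within 10 Mb of Arl4a, 8 (17.8%) had an unadjusted p-value under 0.05 for the genotype, against 10.2% elsewhere (Fisher's exact test, p = 0.131). Arl4a itself, the gene that prompted the test, is not among the 8 or the 45. Whether the genes around it differ is left open. An effect of the n3 PUFA themselves on Arl4a, in the genotype that the design names, remains open as a hypothesis.

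Of the 3 proximal genes among those that the paper lists for WT mice alone, Fabp1, Gip and Rbp2, all 3 were also lower with EtOH in fat-1 mice (log2 fold changes -8.60, -5.65 and -5.61, edgeR adjusted p = 2.2e-04, 4.6e-04 and 3.2e-04), and their interaction did not pass (edgeR adjusted p of at least 0.595). This is no test of the position of the samples, since the 3 genes belong to the proximal list whose fall gave that explanation, so that for these genes position and an effect of EtOH cannot be told apart.

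The 3 PPAR signaling genes that the paper names were higher in fat-1 EtOH mice, but none was a DEG. For their rise, fat tissue in the samples was tested with 9 adipocyte genes, of which the paper names 2 and all 9 are above 1 CPM in the ileum of WT PF mice. Their median log2 fold change was 1.15 (8 of 9 genes higher, limma camera, adjusted p = 0.183), which leaves it open, so that fat tissue and a response of the epithelium cannot be told apart. The tuft cell list (2 of 11 genes named by the paper, 10 above 1 CPM) rose in WT mice, but the difference between the genotypes was not shown (limma camera, adjusted p = 0.38 for the interaction), and whether the number of tuft cells differs cannot be told apart from the spread between mice.

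Of the lists without a change, the 8 goblet cell genes had median log2 fold changes with EtOH of 0.09 in WT and 0.49 in fat-1 mice (limma camera, adjusted p = 0.673 and 0.701). None of the 9 stomach genes passed the filter on low counts, and 3 were above 1 CPM in WT PF mice. The list of ileal bile acid handling was lower in fat-1 PF than in WT PF mice (-1.86, limma camera, adjusted p = 0.0117, 6 of 6 genes, -3.03 without fat-1 PF replicate 3, and past 0.05 without replicate 2 or 4, at -1.38 and -1.14) and lower in fat-1 EtOH than in WT EtOH mice (-1.12, limma camera, adjusted p = 0.0135, 6 of 6 genes, -0.51 and past 0.05 without fat-1 EtOH replicate 3).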
